# IRAK4 is an immunological checkpoint in neuropsychiatric systemic lupus erythematosus

**DOI:** 10.1038/s41598-024-63567-x

**Published:** 2024-07-16

**Authors:** Antoine Ménoret, Federica Agliano, Timofey A. Karginov, Xiangyou Hu, Anthony T. Vella

**Keywords:** Immunology, Autoimmunity, Innate immunity, Neuroimmunology

## Abstract

The search for dementia treatments, including treatments for neuropsychiatric lupus (NPSLE), has not yet uncovered useful therapeutic targets that mitigate underlying inflammation. Currently, NPSLE’s limited treatment options are often accompanied by severe toxicity. Blocking toll-like receptor (TLR) and IL-1 receptor signal transduction by inhibiting interleukin-1 receptor-associated kinase 4 (IRAK4) offers a new pathway for intervention. Using a pre-clinical NPSLE model, we compare lupus-like B6.MRL-Faslpr (MRL) mice with B6.MRL-Faslpr-IRAK4 kinase-dead (MRL-IRAK4-KD) mice, which are were less prone to ‘general’ lupus-like symptoms. We demonstrate that lupus-prone mice with a mutation in the kinase domain of IRAK4 no longer display typical lupus hallmarks such as splenomegaly, inflammation, production of hormones, and anti-double-stranded (ds)DNA antibody. water maze behavioral testing, which measures contextual associative learning, revealed that mice without functional IRAK4 displayed a recovery in memory acquisition deficits. RNA-seq approach revealed that cytokine and hormone signaling converge on the JAK/STAT pathways in the mouse hippocampus. Ultimately, the targets identified in this work may result in broad clinical value that can fill the significant scientific and therapeutic gaps precluding development of cures for dementia.

## Introduction

IRAK4 is a non-redundant signaling molecule responsible for relaying signals from IL-1R and TLRs (except for TLR3) to activate nuclear factor κB (NF-κB) and other important transcription factors, like CREB and AP1^1,2^, offering an alluring and practical pathway for intervention. IRAK4 operates through the assembly of the myddosome in which MyD88 recruits IRAK4 and the MyD88-IRAK4 complex recruits the IRAK4 substrates IRAK2 or the related IRAK1^3^. Formation of these complexes brings the kinase domains of IRAKs into proximity for phosphorylation and activation. Dysregulation of elements in the TLR signaling pathway is associated with many human immune system diseases like inflammatory disorders, autoimmune diseases, and allergy. Since TLRs have been implicated in SLE^4^, we and others suspected that blocking the non-redundant signaling of IRAK4 would limit SLE pathogenesis^5–10^.

SLE is an inflammatory autoimmune disease with a plethora of symptoms that most commonly include fatigue, joint pain, skin rashes, and fever. Its etiology is multifactorial and only partly understood. NPSLE is a manifestation of SLE generally impacting 40–60% of the SLE population, making NPSLE the least understood yet perhaps one of the most prevalent manifestations of lupus. NPSLE can affect the brain, spinal cord, and peripheral nerves, resulting in headaches, paresthesia, affective disorders, and cognitive dysfunction. However, despite this host of debilitating sequelae, NPSLE has an unspecified pathogenesis and limited treatment options, e.g., glucocorticoids and cyclophosphamide, which are only generically designed to treat inflammation and can be accompanied by severe toxicity^11^. The result is poor prognosis and high mortality, a dire situation demanding novel efforts to resolve the specific immune effectors of NPSLE and identify new therapeutic vistas. Though promising for SLE, IRAK4 inhibition has not yet been tested in NPSLE. However, IRAKs have been implicated in other neuroinflammatory diseases and neurodegenerative disorders with inflammatory involvement. For example, TLR4 and TLR2^12^, as well IRAK4^13^ have been implicated in the development of Alzheimer’s disease, while TLR2, TLR4, and TLR9 have been suggested to have a dominant role in Parkinson’s disease^14^.

Here, we report a kinetic study of lupus in MRL mice in which NPSLE symptomology is more common and progressive in females than males and thus consistent with sex differences observed in human. Using this model, we generated MRL-IRAK4-KD mice and analyzed the impact of IRAK4 mutation on splenomegaly, anti-dsDNA antibody, and cytokine and hormone production. We show a significant reduction of markers of disease in MRL-IRAK4-KD mice. By focusing on the hippocampus, we demonstrated a convergence of systemic cytokines and hormones toward the JAK/STAT pathway and showed this pathway is associated with memory deficiency as revealed by behavior testing relevant for NPSLE. RNA-seq data from SLE and NPSLE patients confirmed the clinical relevance of controlling the JAK/STAT pathway by blocking IRAK4.

## Results

### IRAK4 deficiency prevents hallmarks of lupus in mice predisposed to NPSLE

First, we tested if MRL mice display typical hallmarks of SLE and whether IRAK4 deficiency influenced these benchmarks. B6.MRL-Faslpr/J (MRL) mice were compared to MRL mice crossed with IRAK4-kinase-dead (MRL-IRAK4-KD) mice, both on C57BL/6 background. Splenomegaly was observed in female MRL mice but reduced in MRL-IRAK4-KD mice (Fig. 1A, left panels). Unlike females, males did not present with splenomegaly (Fig. 1A, right panels). These results recapitulated the more frequent manifestation of lupus in female patients and justify the use of female mice in further experiments^15^. Significantly, compared to MRL mice, MRL-IRAK4-KD mice also showed a profound reduction of anti-dsDNA antibodies (Fig. 1B), the presence of which has long been the gold standard of SLE^16^. Anti-dsDNA IgG antibodies in MRL mice were barely detected after 3 months of age, but their presence increased greatly by 6 months (Fig. 1B). This age-dependent progression of the disease in mice approximates the human condition. We previously showed that CCL5 is a marker of disease in a pristane-induced model of lupus^6^ where an IRAK4 inhibitor reduced splenomegaly and CCL5 secretion, implicating IRAK4 in control of CCL5 expression. Similarly, MRL-IRAK4-KD mice showed total inhibition of CCL5 secretion compared to MRL mice (Fig. 1C). Next, we investigated if these mice displayed symptoms specific to NPSLE and if these symptoms were alleviated by IRAK4 deficiency. To evaluate the impact of IRAK4 on known neuropsychiatric manifestations that typically develop late during SLE pathology, 10 month-old mice were subjected to a series of behavior tests. Spatial learning was evaluated by the Morris Water Maze (MWM), a protocol that measures the length of time it takes mice to navigate to a submerged escape platform located within an open swimming arena^17^. MWM demonstrated a clear statistical difference between strains. After 3 days’ testing, MRL-IRAK4-KD mice showed stronger spatial learning compared to MRL mice as evidenced by a significantly lower time-to-platform measurement; this difference was maintained through 9 days of testing (Fig. 1D, two leftmost panels). MRL-IRAK4-KD mice behavior was comparable with IRAK4-KD and C57BL/6 control mice (Fig. 1D, two rightmost panels). Other behavior tests revealed equivalent anxiety, locomotor, and exploratory activity in MRL and MRL-IRAK4-KD mice indicating similar neuromuscular potentials (Suppl. Fig. 1A, B). Fear conditioning behavior test was also used as an additional amygdala-dependent associative learning measure but showed no differences between MRL and MRL-IRAK4-KD mice (Suppl. Fig. 1C). All together, these behavioral tests support our hypothesis that IRAK4 activity is critical for NPSLE development, and specific for contextual associative learning defects associated with the hippocampus^17^. These data suggest that IRAK4 activity is critical for NPSLE development and especially contextual associative learning defects.

**Figure 1:**
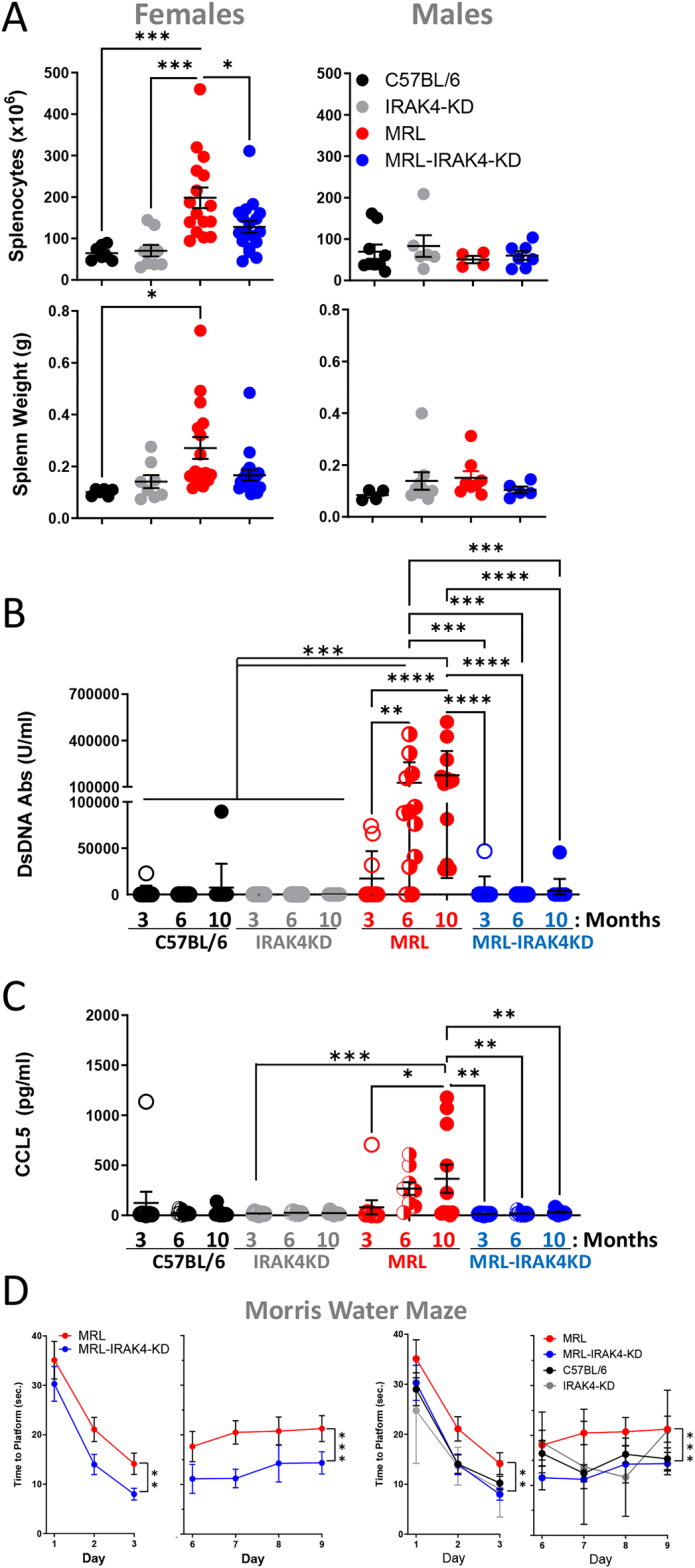
IRAK4 mutation abrogates NPSLE symptoms in MRL mice. (**A**) Splenocytes (top panels) and spleen weight (bottom panels) of 6 month-old female (left panels) and male (right panels) MRL, MRL-IRAK4-KD, C57BL/6, and IRAK4-KD mice were reported. Each dot represents one mouse. Sera were obtained from female MRL, MRL-IRAK4-KD, C57BL/6, and IRAK4-KD mice and quantified for (**B**) anti-dsDNA IgG antibodies and (**C**) CCL5 levels. Data are shown as mean +/− SEM. Each dot represents one mouse. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (one-way ANOVA). (**D**) Morris water maze (MWM) tests were applied to 10 month-old mice. Specifically, mice were tested for 3 consecutive days, rested for 2 days and tested daily for 4 additional days. *n* = 10–13/group. A mixed-effects model was used to compare differences in time-to-platform between the two groups after accounting for the repeated measures correlation^52^. We calculated overall mean difference between MRL and MRL-IRAK4-KD mice (two left panels) and 95% confidence interval (CI) during the observation period: days 1–3: on average, the difference was 6.05 s (95% CI 1.62–10.48) (*p* = 0.010). Days 6–9: on average, the difference was 7.26 s (95% CI 3.54–10.98) (*p* < 0.001). MWM analysis of all the mice strains is shown on the two right panels.

### IRAK4 deficient mice have a lower potential for innate response but are not immunocompromised

To assess the potential of mouse splenocytes to respond to innate stimuli we stimulated splenocytes with LPS and CpG and measured CCL5 release (Fig. 2A–C, left panels). MRL mice showed an enhanced potential for CCL5 release especially at 6 and 10 months that is abrogated in MRL-IRAK4-KD splenocytes (Fig. 2B, C, left panels). Interestingly secretion of IFNγ from splenocytes stimulated with phorbol 12-myristate 13-acetate and ionomycin (PMA:I) increased with the age of the mouse and was more pronounced in the MRL background mice, but no difference was observed between MRL and MRL-IRAK4-KD strains (Fig. 2A–C, right panels). To determine the origin of IFNγ, we performed intracellular cytokine staining in splenocytes stimulated for 5 h with PMA:I and again observed an increased potential for IFNγ synthesis with the age of the mouse, especially for CD8 T cells (Fig. 2D, E). Generaly, MRL and MRL-IRAK4 CD4 and CD8 T cells had a general higher potential to synthesized IFNγ compared to T lymphocytes from C57/BL6 and IRAK4-KD mice. No difference in IFNγ expression was observed between MRL and MRL-IRAK4 CD4 and CD8 T cells except in CD4 T cells from 3 month old mice (Fig. 2D, left panel). Together, these data demonstrate an attenuation of the innate potential of MRL-IRAK4-KD splenocytes, but not adaptive lymphocytes, when compared to lymphocytes from MRL mice.

**Figure 2:**
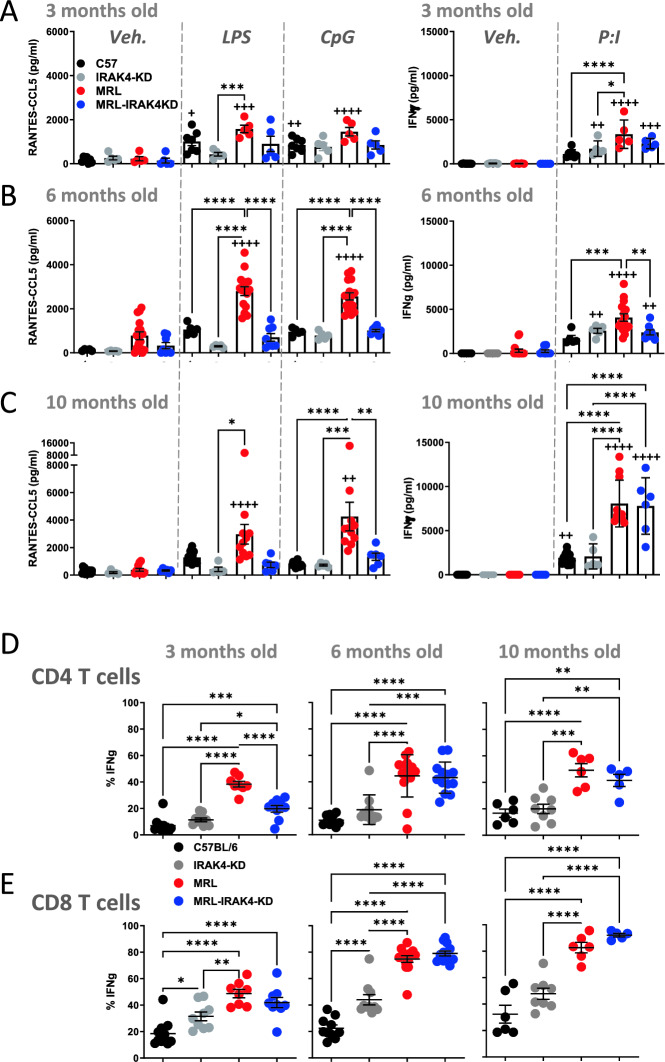
IRAK4 mutation impacts innate and adaptive cytokine response in MRL mice. Splenocytes from 3 (**A**), 6 (**B**), and 10 month old mice (**C**) were simulated with vehicle (Veh.), *E. coli* LPS (100 ng/ml), CpG (1 µM) for 18 h (left panels) or with PMA and ionomycin (P:I) for 18 h (right panels). Culture supernatants were obtained at 18 h and assayed for RANTES/-CCL5 (left panels) and (IFNγ) by ELISA. Splenocytes from 3, 6, and 10 month old mice were stimulated with PMA and ionomycin (PMA:I) for 5 h in the presence of Brefeldin A (BFA). Cells were analyzed by flow cytometry, Percentage of intracellular IFNγ expressing cells is shown for CD4 T cells (**D**) identified as live CD3^+^, CD4^+^ and CD8 T cells (**E**) identified as live, CD3^+^, CD8^+^. Each dot represents a mouse. Data shown are individual biological replicates +/− s.e.m. Statistical significance was evaluated by one way ANOVA, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 for comparison of individual biological within a treatment group and ^+^*p* < 0.05, ^++^*p* < 0.01, ^+++^*p* < 0.001, ^++++^*p* < 0.0001 for comparison of individual biological with the same mouse train in vehicle treated group.

### IRAK4 deficiency has negligeable influence on the microbiome but regulates lupus-associated hormones

While we demonstrated that IRAK4 influences NPSLE manifestation, the mechanism underlying IRAK4’s action was unclear. Thus, we wanted to investigate several means by which IRAK4 deficiency alleviated NPSLE symptoms. The microbiome is a source of pathogen-associated molecular patterns (PAMPs) that may initiate immune responses. Several TLRs convey the presence of PAMPs through IRAK4 signaling; thus, IRAK4 depletion may impact subsequent immune response by preventing PAMP detection. However, it remains possible that the microbiomes between MRL, MRL-IRAK4-KD are different, and control mice, making it difficult to pinpoint IRAK4 deficiency as the sole driver of diminished pathology in MRL-IRAK4-KD mice. To resolve this, our group compared microbiomes from MRL and MRL-IRAK4-KD mice. The 50 most abundant bacterial strains detected between 3 and 10 months were found to be nearly identical between treatments (Suppl. Fig. 2A), except for one single bacterium (*Parasutterella excrementihominis*) whose absence in MRL mice is both IRAK4-dependent and whose presence is inversely associated with symptoms (Suppl. Fig. 2B). Considering the low frequency of this bacterium in control mice (~ 0.001% of total), these results strongly suggest that the overall microbiome composition is neither IRAK4-dependent nor the trigger for the increase of IRAK4-dependent pathology observed in MRL mice.

Since the influence of the differences in the microbiomes seemed minimal, we considered the changes in hormonal levels relevant for NPSLE pathology and associated with onset and flares^18^. We investigated hormone differential expression between MRL mice with fully developed pathology (10 month-old) and age-matched MRL-IRAK4-KD mice. Luteinizing hormone (LH) and brain derived-neurotrophic factor (BDNF) were upregulated in MRL mice and low in MRL-IRAK4-KD and control strains (Fig. 3, two top left panels), whereas levels of the other hormones tested were similar across mice strains (Fig. 3). These observations appeared to depend on the extent of the pathology, with differences in LH and BDNF not detected at 3 month (Suppl. Fig. 3B), but started to manifest by 6 months (Suppl. Fig. 3B) and were more pronounced at 10 month (Fig. 3, two top left panels). Thus, our results reveal that key hormone differences in LH and BDNF but not the microbiome may function in NPSLE pathology. Overproduction of LH, a hormone that is critical in ovulation and pregnancy, could be responsible for the decrease of mouse progeny in MRL mice compared to MRL-IRAK4-KD (Suppl. Fig. 3C). Interestingly, expression of both LH and BDNF are known to be increased in SLE patients and are also known to participate in cognitive decline through loss of memory most likely associated with the hippocampus^19–22^. Extending this reasoning, our group tested the hypothesis that IRAK4 is an immunological checkpoint and a relevant therapeutic target in controlling neuropsychiatric lupus (NPSLE) and especially the hippocampus as a center for memory acquisition and behavior.

**Figure 3:**
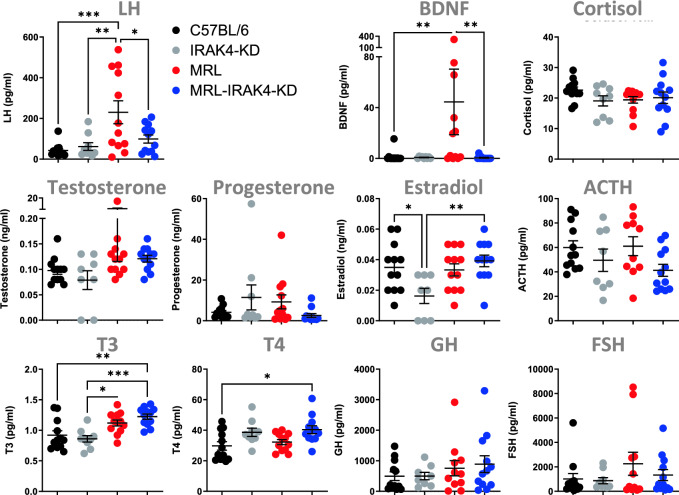
IRAK-4-dependent lupus-associated hormones. Sera were obtained from 10 month-old female MRL, MRL-IRAK4-KD, C57BL/6, and IRAK4-KD mice and quantified. Data are shown as mean +/− SEM. *p < 0.05, **p < 0.01, ***p < 0.001 (one-way ANOVA).

### IRAK4 controls JAK-STAT and cytokine/chemokine-dependent pathways in the hippocampus of NPSLE-prone mice

LH and BDNF, importantly, are known to participate in cognitive decline through loss of memory most likely associated with the hippocampus^19–21^. Thus, we sought to investigate changes in the hippocampus via RNA-seq. 

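Hippocampal RNA was sequenced from 4 MRL, 4 MRL-IRAK4-KD, 3 C57BL/6 and 3 IRAK4-KD mice at 10 months of age, with 1 library per mouse. The paper's methods name a SMART-seq and NexteraXT preparation with single-end sequencing. The record deposited with the samples names a KAPA HyperPrep mRNA kit, and the sheet of the sequencing core lists paired-end reads, between 148569712 and 299836957 per library. The authors aligned the reads to mm10 with HISAT2, counted them with StringTie and deposited whole-number counts per gene and per transcript without normalization. The paper's text does not name the annotation, and the gene identifiers and their versions are those of GENCODE M21. Total counts ranged from 476395168 to 572398312 in MRL, from 322381018 to 498351982 in MRL-IRAK4-KD, from 279941472 to 401326171 in C57BL/6 and from 393222559 to 544371823 in IRAK4-KD libraries. From these counts, the 38070 genes with at least 10 counts over the 14 libraries were tested with edgeR's quasi-likelihood test after TMM normalization. A single fit held all 4 groups, and p-values were adjusted by the Benjamini-Hochberg method. Values of single mice are CPM, counts scaled to the size of the library, and a 2-sided exact permutation test of 4 mice against 4 cannot give a p below 0.0286.

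The mutated genes were read first as a check of the labels. Irak4 (ENSMUSG00000059883.16, chromosome 15 of mm10, 94543643 to 94581815) had 2.38 ± 0.261 CPM (SD, n = 4) in MRL, 2.01 ± 0.326 (n = 4) in MRL-IRAK4-KD, 2.16 ± 0.302 (n = 3) in C57BL/6 and 2.27 ± 0.251 (n = 3) in IRAK4-KD mice, and counts do not show a mutation of the kinase domain. The full-length transcript of Fas (ENSMUSG00000024778.13, chromosome 19, 34290666 to 34327772) had 0 counts in all 8 MRL and MRL-IRAK4-KD libraries and between 345 and 584 counts in C57BL/6 libraries. It had 360 and 386 counts in IRAK4-KD replicates 1 and 2, and 0 counts in the library labelled IRAK4-KD replicate 3. A shorter Fas transcript had between 268 and 964 counts in the MRL and MRL-IRAK4-KD libraries, 514 counts in the library labelled IRAK4-KD replicate 3, and at most 7 counts in the remaining C57BL/6 and IRAK4-KD libraries. The first principal component of log2 CPM held 52.6% of the variance and separated MRL-IRAK4-KD replicate 4, at a score of 117, from all other libraries.

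**Figure D1:**
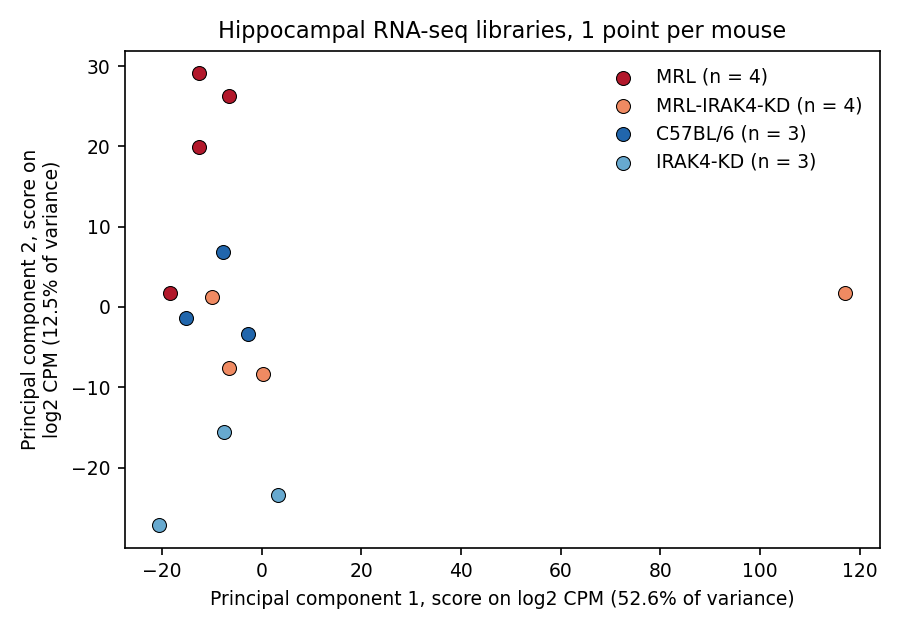
Scores of the 14 hippocampal libraries on the first and second principal components of log2 CPM over 15907 genes, with 1 point per mouse coloured by genotype. MRL-IRAK4-KD replicate 4 lies at 117 on the first component, and the other libraries lie between -20.6 and 3.33.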

We performed RNA-seq on hippocampi from MRL vs. MRL-IRAK4-KD mice. Pathway analysis showed an enrichment in JAK-STAT, TNF, and chemokine signaling pathways in MRL over MRL-IRAK4-KD mice (Fig. 4A). 

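The protein interaction network and the gene sets of pathfindR are not part of the files, so enrichment was computed on gene lists written by hand for 5 of the pathways in Fig. 4A. For each list, the share of genes at an unadjusted p below 0.05 between MRL and MRL-IRAK4-KD mice was compared with the share among all genes tested by a one-sided Fisher's exact test, adjusted over the 5 lists. On the JAK-STAT list, 26 of 140 genes were at that threshold, a fold enrichment of 1.63 (adjusted exact p = 0.00803), and 23 of the 26 were higher in MRL mice. The TNF list had 22 of 105 genes there, a fold enrichment of 1.84 (adjusted exact p = 0.00408), with 21 higher in MRL mice. The chemokine list had 42 of 181 genes there, a fold enrichment of 2.04 (adjusted exact p = 2.4e-05), with 37 higher in MRL mice. These enrichments rest on genes at an unadjusted p. Counting genes at an adjusted p instead moved them most, to 0 genes on the JAK-STAT and TNF lists, and to a fold enrichment of 22.7 on the chemokine list, from 4 genes that are all Ccl21 genes. Against a background of genes with a mean CPM of at least 1, the fold enrichment was 1.36 for the JAK-STAT list (adjusted exact p = 0.124), 1.08 for the TNF list (adjusted p = 0.434) and 1.34 for the chemokine list (adjusted p = 0.120). Single mice also decided the size of the JAK-STAT enrichment, which was 1.14 without MRL replicate 4 (adjusted exact p = 0.368), 1.54 without MRL replicate 3 (adjusted p = 0.0558), 1.38 without MRL-IRAK4-KD replicate 3 (adjusted p = 0.0583) and 2.52 without MRL-IRAK4-KD replicate 4 (adjusted p = 3.4e-06). Without the Ccl21 genes and the genes on unplaced scaffolds, a setting chosen after the values were seen, the chemokine list had a fold enrichment of 1.83.

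**Figure D2:**
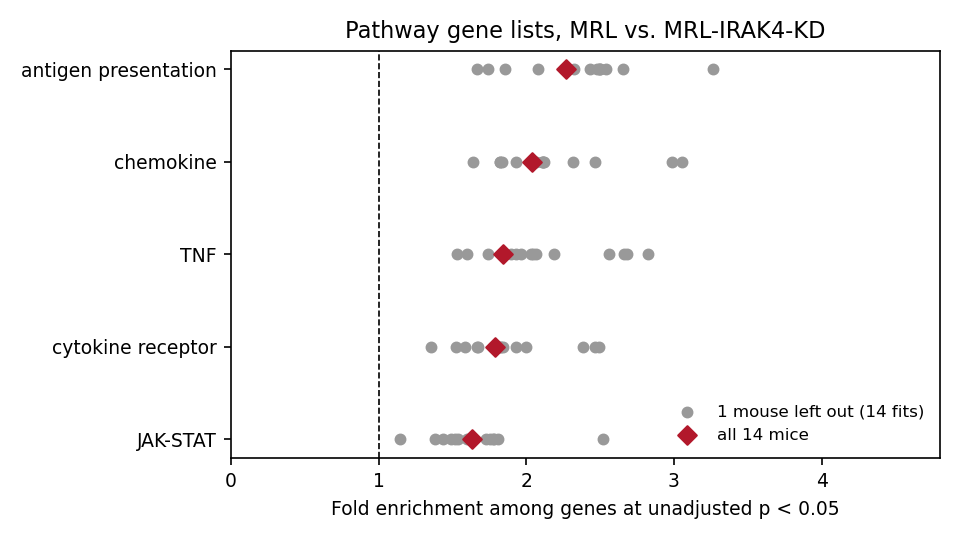
Fold enrichment of 5 pathway gene lists among genes at an unadjusted p below 0.05 between MRL and MRL-IRAK4-KD mice. The diamond is the value with all 14 mice, each grey point is the value with 1 mouse left out, and the dashed line marks no enrichment. The JAK-STAT list runs from 1.14 to 2.52.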

The JAK/STAT pathway was not the most enriched pathway but by far the most statistically significant enriched pathway (Suppl. Fig. 6). 

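Ranked by p over the 5 gene lists, the JAK-STAT list came last, at rank 5, and it also had rank 5 by fold enrichment. Over 28 alternatives its rank lay between 2 and 5 by p and between 3 and 5 by fold enrichment, with rank 5 by p in 19 and rank 1 in 0. It had rank 4 by p against the background of a mean CPM of at least 1, and rank 2 without MRL-IRAK4-KD replicate 2. With Reactome sets the rank by p was also 4, but interleukin signalling stood in for JAK-STAT there. The chemokine list had the smallest unadjusted p (Fisher's exact test, p = 4.9e-06), followed by the cytokine receptor list with 46 of 226 genes and a fold enrichment of 1.79 (exact p = 6.3e-05). The antigen presentation list had the highest fold enrichment, 2.27, from 16 of 62 genes (exact p = 0.00123). These ranks hold for the 5 lists only, since other pathways of Suppl. Fig. 6 were not tested.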

The enrichment in these signaling pathways could reflect actions of systemic circulating or locally produced cytokines. 

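The hippocampal transcripts of the cytokines IFNγ, IL-6, IL-12, IL-10 and M-CSF were read in the same libraries. Ifng (ENSMUSG00000055170.4, chromosome 10, 118441046 to 118445892) had 14 counts in MRL replicate 4, 7 counts in MRL-IRAK4-KD replicate 1 and 0 counts in every other mouse of these groups. Il10 (ENSMUSG00000016529.5, chromosome 1, 131019845 to 131024974) had 33 counts in MRL replicate 4, 0 counts in the other 3 MRL mice and between 0 and 6 counts in MRL-IRAK4-KD mice. Il12b (ENSMUSG00000004296.14, chromosome 11, 44400063 to 44414033), which encodes the p40 subunit of IL-12, had 4 counts in MRL replicate 4, 16 counts in MRL-IRAK4-KD replicate 2 and 0 counts in every other mouse. At these counts no difference between the groups was detectable. Il6 (ENSMUSG00000025746.11, chromosome 5, 30013114 to 30019981) had 0.0502 ± 0.0101 CPM (SD, n = 4) in MRL and 0.0508 ± 0.0190 CPM (n = 4) in MRL-IRAK4-KD mice, a log2 fold change of -0.03 (standard error 0.45, edgeR adjusted p = 0.995). Il12a (ENSMUSG00000027776.12, chromosome 3, 68690644 to 68698547), which encodes the other subunit of IL-12(p70), had 0.978 ± 0.423 CPM in MRL and 0.429 ± 0.296 CPM in MRL-IRAK4-KD mice. Its log2 fold change was 1.19 (standard error 0.49, edgeR adjusted p = 0.437), and 0.186 was its p adjusted over the list alone of these 6 cytokine genes. Csf1 (ENSMUSG00000014599.10, chromosome 3, 107741048 to 107760469), which encodes M-CSF, had 27.3 ± 2.81 CPM in MRL and 22.4 ± 4.78 CPM in MRL-IRAK4-KD mice, a log2 fold change of 0.29 (standard error 0.14, edgeR adjusted p = 0.445). Over all alternatives tried, those without 1 mouse included, the lowest adjusted p was 0.175 for Il12a, 0.360 for Csf1 and 0.875 for Il6.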

Circulating JAK/STAT-dependent cytokines IFNγ, IL-6, IL-12(p40), IL-12(p70), IL-10, and M-CSF were specifically detected in MRL mice serum, but not in control mice (Fig. 4B), whereas RNA-seq of the hippocampus demonstrated either absence, very low counts or no difference in mRNA transcripts of the same JAK/STAT-dependent cytokines (Supp. Figure 4A). 

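Bdnf (ENSMUSG00000048482.14, chromosome 2, 109674700 to 109727007) had 45.0 ± 10.5 CPM (SD, n = 4) in MRL and 46.0 ± 4.54 CPM (n = 4) in MRL-IRAK4-KD hippocampi, a log2 fold change of -0.03 (standard error 0.16, edgeR adjusted p = 0.959). Luteinizing hormone is made of subunits encoded by Lhb and Cga. Lhb (ENSMUSG00000100916.3, chromosome 7, 45420820 to 45421897) had a log2 fold change of -1.27 (standard error 0.72, edgeR adjusted p = 0.468), from 0.185 ± 0.107 CPM in MRL and 0.447 ± 0.556 CPM in MRL-IRAK4-KD mice. MRL-IRAK4-KD replicate 4 alone had 1.27 CPM, and without it the log2 fold change was 0.11. Cga (ENSMUSG00000028298.10, chromosome 4, 34893779 to 34907370) had a log2 fold change of 4.34 (standard error 1.93, edgeR adjusted p = 0.439). Of its 380 counts in MRL mice, 360 came from MRL replicate 3, and without that mouse the log2 fold change was 0.39. Adjusted over the list alone of these 3 genes, the p of Bdnf, Lhb and Cga were 0.853, 0.153 and 0.125.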

Enrichment in JAK/STAT pathway may also depend on increased systemic BDNF and LH (Fig. 3) that can both signal through that pathway^23,24^ and, like for the cytokines, their transcripts are not differentially expressed in the hippocampus (Supp. Figure 4B). This data suggests the pathway enrichment was via systemic circulating JAK-STAT-dependent cytokines and hormones but not due to their synthesis by the hippocampus. Moreover, the enrichment in chemokine signaling pathways is congruent with the notion that the hippocampus is a wellspring of chemokines, some of which have been suggested to contribute to NPSLE^25^. Hence, the RNA-seq data was mined for chemokines matching the enrichment of the chemokine pathway. 

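The 26 JAK-STAT genes at an unadjusted p below 0.05 included the signalling genes Jak2, Stat3, Stat4, Stat5b, Stat6, Cish, Socs3 and Socs4, the receptor genes Il10ra, Il2rg, Il7r, Il13ra1, Osmr and Csf3r, and the ligand genes Thpo, Prl, Gh, Il2, Il12a and Clcf1. Of the ligand genes, Prl, Gh, Il12a and Clcf1 were higher in MRL mice, with log2 fold changes of 5.88, 4.93, 1.19 and 0.49, and Thpo and Il2 were lower, with -0.46 and -0.89. None of them was at an edgeR adjusted p below 0.05, and the lowest was 0.403, of Thpo. Prl and Gh belong to a list of 12 pituitary genes, 8 of which were highest in the single library MRL replicate 3. From the enrichment of the pathway in the hippocampus, the presence of JAK-STAT-dependent cytokines and hormones in serum and the absence of a difference in their hippocampal transcripts, the paper proposes that the enrichment came from circulating cytokines and hormones and not from their synthesis in the hippocampus.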

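Ccl21b (ENSMUSG00000095675.1, chromosome 4 of mm10, 42255767 to 42256432) had 2.53 ± 0.753 CPM (SD, n = 4) in MRL and 0.0146 ± 0.00552 CPM (n = 4) in MRL-IRAK4-KD mice. Its log2 fold change was 7.45 (standard error 0.33, edgeR adjusted p = 6.5e-08), and between 7.30 and 7.71 with each mouse left out in turn. Ccl21c (ENSMUSG00000094121.1, on an unplaced scaffold) had 1.07 ± 0.321 and 0.00939 ± 0.00481 CPM, a log2 fold change of 6.79 (standard error 0.74, edgeR adjusted p = 0.000720). Ccl21d, which the annotation lists as Gm21541 (ENSMUSG00000094065.1, chromosome 4, 41903610 to 41904743), had 2.27 ± 0.810 and 0.0239 ± 0.0228 CPM, a log2 fold change of 6.62 (standard error 0.57, edgeR adjusted p = 6.2e-05). Counts of the single Ccl21 genes are uncertain because they share sequence, and all 303 windows of 100 bases of the Ccl21b transcript also occur in that of Ccl21d. The sum of all Ccl21 genes had a log2 fold change of 6.26 (standard error 0.36, edgeR adjusted p = 1.0e-06). Ccl2 (ENSMUSG00000035385.5, chromosome 11, 82035571 to 82037453) had a log2 fold change of 1.48 (standard error 0.40, edgeR adjusted p = 0.343). Its p was 0.00244 adjusted over the list alone of these 4 genes, which the study chose on these samples, so that this is not independent evidence. With DESeq2 the log2 fold change of Ccl2 was 1.47 and the adjusted p 0.0232, the lowest of the alternatives, with 0.643 the highest. The transcript counts gave 3.37 (edgeR adjusted p = 0.619), the alternative that moved it most. For each of the 4 genes, every MRL mouse was above every MRL-IRAK4-KD mouse, the smallest p that the permutation test allows.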

We found CCL21 isoforms b, c, and d and CCL2 (MCP-1) chemokines to match the chemokine pathway enrichment, which showed a strong statistically significant increase in MRL mice compared to MRL-IRAK4-KD mice (Fig. 4C). Although CCL21 mRNA expression depended on IRAK4, its expression was not as clearly associated with NPSLE as its mRNA was also present in the hippocampi of C57BL/6 mice (Fig. 4D, third column in each CCL21 plot). Moreover, expression of CCL21 protein in serum was similar between MRL and MRL-IRAK4-KD mice (Fig. 4F). 

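In C57BL/6 mice, Ccl21b had 1.81 ± 0.105 CPM (SD, n = 3), Ccl21c 0.436 ± 0.293 CPM and Ccl21d 2.13 ± 0.575 CPM. In IRAK4-KD mice the values were 0.0191 ± 0.00133 CPM (n = 3) for Ccl21b, 0.0108 ± 0.0101 CPM for Ccl21c and 0.0169 ± 0.00904 CPM for Ccl21d. The log2 fold change of MRL over C57BL/6 mice was 0.48 for Ccl21b (standard error 0.26, edgeR adjusted p = 0.922), 1.30 for Ccl21c (standard error 0.61, edgeR adjusted p = 0.899) and 0.09 for Ccl21d (standard error 0.46, edgeR adjusted p = 1). The log2 fold change of IRAK4-KD over C57BL/6 mice was -6.55 for Ccl21b (edgeR adjusted p = 1.2e-06), -5.37 for Ccl21c (edgeR adjusted p = 0.0116) and -6.98 for Ccl21d (edgeR adjusted p = 0.000172). For Ccl21c this call was lost without IRAK4-KD replicate 1 or in the transcript counts, where the adjusted p was 0.0984 and 0.273. With the background taken from the labels, the interaction of background and mutation had edgeR adjusted p of 0.914, 0.914 and 0.967. This comparison is uncertain, since the library labelled IRAK4-KD replicate 3, which it counts as non-lpr, has the Fas transcripts of the lpr groups. Genes around the Ccl21 genes fell with the mutation as well. Within 1 Mb of them, 21 of 117 genes other than chemokines were lower in both MRL-IRAK4-KD and IRAK4-KD mice at an unadjusted p below 0.05, which is 17.9% against 0.467% of genes elsewhere.

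**Figure D3:**
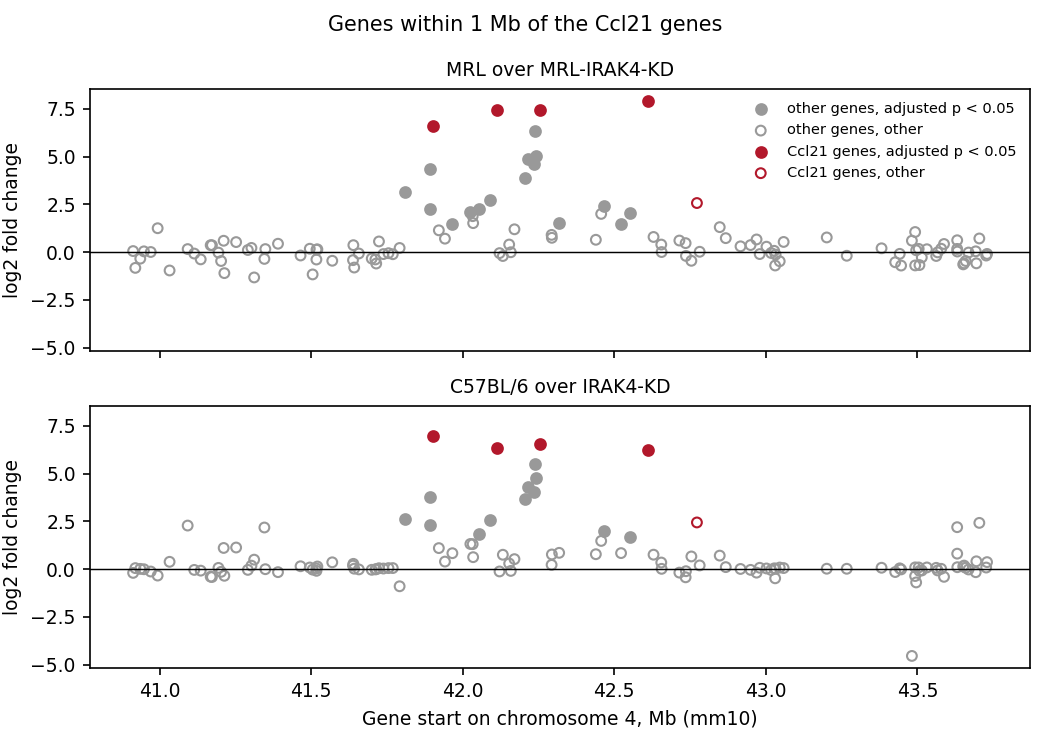
Log2 fold change of genes within 1 Mb of the Ccl21 genes on chromosome 4 of mm10, plotted at the gene start in Mb, for MRL over MRL-IRAK4-KD mice and for C57BL/6 over IRAK4-KD mice. Filled points have an edgeR adjusted p below 0.05, and red points are Ccl21 genes. In the interval, 16 genes, Ccl21 genes included, are filled in both panels.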

In stark contrast, both mRNA and protein expression of CCL2 were increased only in MRL mice (Fig. 4E, G). 

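Ccl2 had 0.166 ± 0.0385 CPM (SD, n = 4) in MRL, 0.0592 ± 0.0190 CPM (n = 4) in MRL-IRAK4-KD, 0.0523 ± 0.0134 CPM (n = 3) in C57BL/6 and 0.0579 ± 0.0254 CPM (n = 3) in IRAK4-KD hippocampi. These values rest on 64 to 94 counts per MRL library, 14 to 42 per MRL-IRAK4-KD library, 16 to 19 per C57BL/6 library and 14 to 34 per IRAK4-KD library. The lowest MRL mouse had 0.131 CPM and the highest mouse of the other groups 0.0867 CPM. The log2 fold change was 1.66 over C57BL/6 mice (standard error 0.45, edgeR adjusted p = 0.558) and 1.51 over IRAK4-KD mice (standard error 0.44, edgeR adjusted p = 0.196). For these comparisons DESeq2 gave adjusted p of 0.0280 and 0.0153, and limma-voom 0.120 and 0.0462. Between MRL-IRAK4-KD and C57BL/6 mice the log2 fold change was 0.19 (standard error 0.43, edgeR adjusted p = 0.907). The interaction of the lpr background with the mutation was 1.63 on the log2 scale (standard error 0.61, edgeR adjusted p = 0.914).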

Based on these data, we hypothesized the activation of these pathway in the hippocampus would manifest in NPSLE-related behavior. Here, our data reveals an upregulation of the JAK/STAT pathway via systemic circulating cytokines and an upregulation of CCL2 in the hippocampus of MRL mice, both of which were abrogated by IRAK4 deficiency concurrent with a reduction in NPSLE symptoms. These results provided potential targets for intervention.

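Among 13 core genes of the pathway, Stat6 (ENSMUSG00000002147.18, chromosome 10, 127642986 to 127660957) had 10.6 ± 1.51 CPM (SD, n = 4) in MRL and 7.28 ± 0.541 CPM (n = 4) in MRL-IRAK4-KD hippocampi, a log2 fold change of 0.54 (standard error 0.13, edgeR adjusted p = 0.304). Socs3 (ENSMUSG00000053113.3, chromosome 11, 117966079 to 117970047) had 3.05 ± 1.22 and 1.06 ± 0.468 CPM, a log2 fold change of 1.52 (standard error 0.37, edgeR adjusted p = 0.320). Adjusted over the list alone of the 13 genes, the p of both genes was 0.00787. Over all genes, DESeq2 called both, with adjusted p of 0.00926 for Stat6 and 0.00766 for Socs3, and so did limma-voom, with 0.0377 and 0.0460. Jak2, Stat3, Stat4 and Stat5b were higher in MRL mice at an unadjusted p below 0.05, with log2 fold changes of 0.47, 0.24, 1.01 and 0.37, and none of them at an edgeR adjusted p below 0.05. Jak1 had a log2 fold change of 0.00095 (standard error 0.11), and Tyk2 of 0.04 (standard error 0.10). In IRAK4-KD and C57BL/6 mice Stat6 had 7.31 ± 1.10 and 7.70 ± 0.595 CPM (SD, n = 3 each), and Socs3 1.11 ± 0.242 and 1.61 ± 0.539 CPM.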

**Figure 4:**
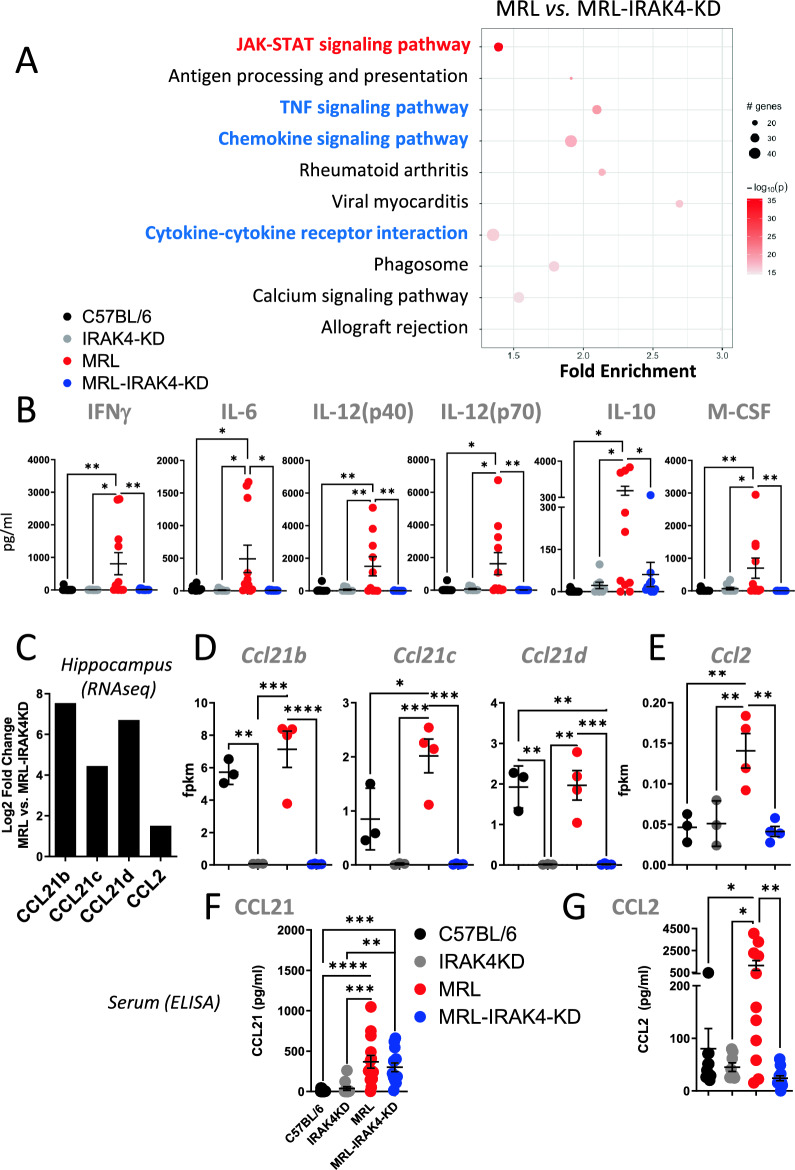
IRAK4 increases hippocampal Jak-STAT pathway in hippocampus of lupus-prone mice. (**A**) RNA was extracted from 10 month-old MRL and MRL-IRAK4-KD hippocampi after brain perfusion and sequenced by RNA-seq (Whitehead Institute). 3114 filtered genes with *p* value < 0.05 between MRL and MRL-IRAK4-KD groups (*n* = 4/group) were used for subsequent pathway analysis using pathfindR. Fold enrichment was reported for each pathway. (**B**) Cytokine levels of sera from 10 month-old female MRL, MRL-IRAK4-KD, C57BL/6, and IRAK4-KD mice. Data are shown as mean +/− SEM. Each dot represents one mouse. *p < 0.05, **p < 0.01 (one-way ANOVA). (**C**) Log_2_ fold change difference of all chemokines detected by RNA-seq [from (**A**)] between MRL and MRL-IRAK4-KD were analyzed; the most significant are shown. (**D**) Individual mRNA Ccl21 isoforms (b, c, and d), (**E**) Ccl2 mRNA expression in the hippocampus, (**F**) CCL21 and (**G**) CCL2 levels of sera from 10 month-old MRL, MRL-IRAK4-KD and control mice were measured by ELISA. Each dot represents one mouse. Data are shown as mean + / − SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (one-way ANOVA).

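At an unadjusted p below 0.05, 4329 of the 38070 genes tested (11.4%) differed between MRL and MRL-IRAK4-KD mice with edgeR, 1957 higher and 2372 lower in MRL mice. With each mouse left out in turn, this number lay between 2633, without MRL replicate 4, and 5875, without MRL-IRAK4-KD replicate 2. The fit of only the 8 mice of these groups moved it most among the other alternatives, to 2372. At an adjusted p below 0.05, edgeR called 37 genes, 33 higher and 4 lower in MRL mice, while DESeq2 called 397 genes and limma-voom 213. Of the 37 genes, 27 lay within 1 Mb of the Ccl21 genes on chromosome 4 or on unplaced scaffolds. The 10 called genes with the largest log2 fold change whose groups did not overlap were Ccl21b, Ccl21c, Ccl21d, a further copy of Ccl21b on a scaffold, Gm10591, Gm13304, Gm17081, Gm10600, Gm13301 and Gm5859. Gm10591 and Gm13304 were counted with the Ccl21 genes in the sum of that family. Gm10591 had the largest log2 fold change, 7.92 (standard error 0.61, edgeR adjusted p = 1.9e-05). The smallest edgeR adjusted p, 8.0e-09, was that of Gm10600, at a log2 fold change of 5.06 (standard error 0.18).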

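The chemokine ligand list had 43 genes that could be tested, with copies on unplaced scaffolds counted as genes. Of these, 15 differed between MRL and MRL-IRAK4-KD mice at an unadjusted p below 0.05, 14 of them higher in MRL mice. At an edgeR adjusted p below 0.05 there were 4, all of them Ccl21 genes, and 12 adjusted over the list alone. Among the 36 genes other than Ccl21, 21 were higher in MRL mice, with a median log2 fold change of 0.23, and 9 were at an unadjusted p below 0.05. Cxcl10 had a log2 fold change of 1.78 (standard error 0.45, edgeR adjusted p = 0.321), Ppbp of 5.02 (standard error 1.26, edgeR adjusted p = 0.327) and Ccl12 of 1.47 (standard error 0.41, edgeR adjusted p = 0.369). Cxcl5 had a log2 fold change of -0.91 (standard error 0.42, edgeR adjusted p = 0.439). Ccl21a, the paralog the paper does not show, had a log2 fold change of 2.57 (standard error 0.68, edgeR adjusted p = 0.335), and DESeq2 called it (adjusted p = 0.0136).

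**Figure D4:**
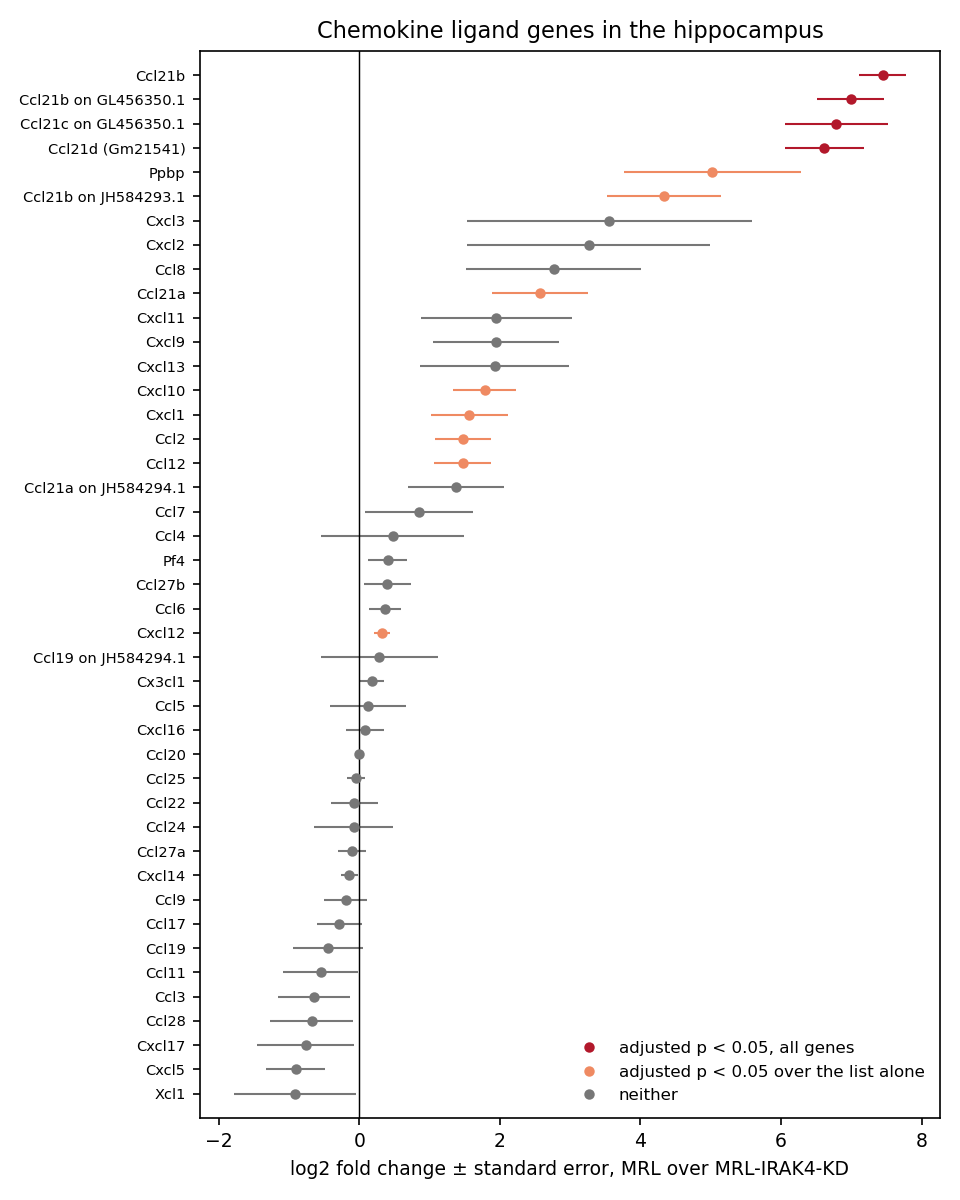
Log2 fold change of chemokine ligand genes in the hippocampus, MRL over MRL-IRAK4-KD mice, with bars of 1 standard error from the fit. Red points have an edgeR adjusted p below 0.05 over all genes, and orange points only over the list alone. The Ccl21 genes lie to the right, and Ccl2 lies at 1.48.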

## Discussion

Our study provides evidence that mice susceptible to NPSLE with mutated IRAK4 kinase domain improved their pathology, including reduced splenomegaly, absence of anti-dsDNA antibody and better memory function congruent with hippocampal function (Fig. 1). One advantage of the MRL (B6.MRL-Faslpr) mice for studying spontaneous SLE and NPSLE is that these mice exhibit progressive development of the disease through several months. However, one limitation of MRL mice compared to other models of spontaneous SLE is that they develop extreme lymphadenopathy^26^. This condition is rarely present in human patients. Although loss of Fas or Fas-L ligand are rarely present in SLE patients^27^ and can be seen as an apparent limitation of the MRL model, Fas and Fas ligand gene polymorphism is associated with risk of developing SLE^28,29^. In our study, pathological signs appear only in females and after 6 months, suggesting a cumulative effect of IRAK4 deficiency possibly linked with TLR stimulation from microbe-derived PAMPs, but this hypothesis was not supported based on the minimal differences observed between the mouse strains (Suppl. Fig. 2). On the contrary, the progression of disease was observed as there was an increase in systemic hormones (Fig. 3) and cytokines (Fig. 4B) that stimulate the JAK/STAT pathway, a pathway specifically enhanced in mouse hippocampus (Fig. 4A).

The influence of PAMPs in other SLE models has been suggested by the effect of antibiotic treatment given after disease onset. This treatment removes bacteria from the gut microbiota and further attenuates SLE-like disease^30^. However, in the present model with intact microbiome, the longitudinal time study from MRL, MRL-IRAK4-KD, and control mice showed no pattern of bacterial expression associated with disease development (Suppl. Fig. 2A) with the exception of one single bacterium (*Parasutterella excrementihominis*) which is absent in MRL mice, IRAK4-dependent, and inversely associated with NPSLE symptoms (Suppl. Fig. 2B). However, because this newly characterized bacterium^31^ is absent in MRL and extremely unabundant in the other mouse strains (~ 0.001% of total), we favor the hypothesis that soluble TLR ligands released from dead cells (such as cell-free DNA, RNA, or HMGB1, etc.), could trigger systemic inflammation rather than differences in gut microbiota^32^. This supports our previous observation that an IRAK4 inhibitor can block pristane-induced lupus-like inflammation in presence of high concentration of serum cell-free DNA^6^, although in the current study cell-free DNA level in MRL mouse sera was low and not different from control mice (Suppl. Fig. 5).

The molecular analysis of the hippocampus revealed enrichment in pathways all involved in the immune response (Fig. 4A). 

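The direction of change over whole gene lists was tested with limma's camera at a preset correlation of 0.01 between genes. All 5 lists were higher in MRL than in MRL-IRAK4-KD mice, with p adjusted over the 5 lists of 0.000474 for JAK-STAT, 3.0e-07 for TNF, 7.8e-07 for chemokine, 0.000474 for antigen presentation and 2.3e-05 for cytokine receptor genes. The mean log2 fold change lay between 0.26, for the JAK-STAT list, and 0.52, for the cytokine receptor list. With 94 of 140 genes, the JAK-STAT list had the majority of its members higher in MRL mice. Under limma's rotation test (fry), all 5 lists held, with adjusted p between 0.00148 and 0.0449. With an estimated correlation the TNF, chemokine and cytokine receptor lists held (adjusted p 0.0450, 0.0440 and 0.0440), while the JAK-STAT list (0.0687) and the antigen presentation list (0.158) did not. Without MRL replicate 4, camera still put all 5 lists higher in MRL mice. The mean log2 fold change then fell to 0.10 for the JAK-STAT list and to -0.02 for the antigen presentation list. For the TNF, chemokine and cytokine receptor lists it was 0.37, 0.41 and 0.38. Adjusted over all 14 lists, the fry p of the JAK-STAT list was 0.0227 with all mice and 0.0529 without this mouse.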

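In exact permutation tests of log2(CPM + 0.1) between MRL and MRL-IRAK4-KD hippocampi, 2-sided, p was 0.914 for Bdnf, 0.571 for Lhb and 0.371 for Cga. The transcripts were also present in the control strains. Bdnf had 41.8 ± 7.77 CPM (SD, n = 3) in C57BL/6 and 45.1 ± 2.09 CPM (n = 3) in IRAK4-KD mice. Lhb had between 35 and 76 counts in C57BL/6 and between 44 and 91 counts in IRAK4-KD libraries, and Cga between 0 and 53 and between 0 and 11 counts.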

Interestingly, enrichment of JAK/STAT was coincident with circulating BDNF and LH both of which can signal through this pathway^23,24^ and are involved in learning and memory processes located in the hippocampus^19,21^, but are not expressed differentially in the hippocampus (Suppl. Figure 4B). Moreover, six circulating cytokines known to signal through the JAK/STAT pathway were highly expressed in MRL mice (Fig. 4B). Other murine models of NPSLE have shown increased of cytokines (IL-6, IL-10, IL-12, IL-18 and, IFNγ) in the hippocampus that could induce JAK-STAT signaling^33–35^. The mechanism by which IRAK4 affects the JAK/STAT pathway has not been studied in NPSLE but is reminiscent of the effect of an IRAK4 competitive inhibitor that has been shown to decrease NF-κB and STAT3 signaling, cytokine secretion, and proliferation^36^.

Our data argue for a convergence of circulating hormones and cytokines toward a common JAK/STAT pathway to directly stimulate cells of the hippocampus. This might be exemplified by CCL2 (Fig. 4C–G), whose expression is not known to be IRAK4-but STAT6-dependent^37^. CCL2 has been implicated in several neuroinflammatory pathologies through its effect on microglia^38^ via its receptor, CCR2, leading to the production of pro-inflammatory cytokines and chemokines such as TNF-α, IL-1β, and IL-6. Moreover, the presence of CCL2 in the CSF of NPSLE patients reflects an inflammatory activity in the brain and suggests it could attract immune cells to the site^39^. To date, however, the role of and mechanism by which CCL2 acts in NPSLE has not been explored. However, a limitation of this study is the global deficiency in IRAK4 kinase activity in MRL mice. A cell specific IRAK4-KD model would help test which cell population is responsible for the improvement in spatial memory.

JAK/STAT inhibitors for NPSLE treatment have been suggested elsewhere^40^. These inhibitors interfere with JAK-STAT signaling, they are small molecules that penetrate the BBB^41^, and reduce the production of several cytokines. Tofacitinib, a JAK1/JAK3 inhibitor, is currently in phase II studies for SLE treatment and is worthy of consideration in this regard^42^. Hence, JAK-STAT inhibitors have been shown initial promising results for SLE treatment although with limited serological activity^43^. However, two recent phase 3 clinical trials using a selective JAK1/2 inhibitor have been discontinued after disappointing results^44,45^. Critically, in these two trials, exclusion criteria prohibited recruitment of NPSLE patients, a sub-category of SLE patients that could benefit from a JAK inhibitor. Our study suggests that future trials testing a JAK inhibitor would be more successful with the specific inclusion of NPSLE patients.

Considering the limited progress of using JAK inhibitor in the clinic, blocking IRAK4 upstream of this pathway offers the possibility for blocking at once TNF and JAK/STAT pathways along with alleviating anti-dsDNA load using only one inhibitor, an approach that may better control SLE and NPSLE.

Altogether, our study sheds new light on a novel link between inflammation and memory loss, providing a systemic mechanism that underscores the importance of targeting IRAK4, a checkpoint for neuroinflammation, for controlling hormones and cytokines that affect the hippocampus and the behavior during NPSLE.

## Methods

### Mice

C57BL/6 mice were purchased from the Jackson laboratory (Bar Harbor, ME). B6.MRL-Faslpr/J (MRL) mice, MRL mice crossed with IRAK4-kinase-dead (MRL-IRAK4-KD) mice, IRAK4-kinase-dead (IRAK4-KD) mice, all on C57BL/6 background were obtained from Dr. Andrei Medvedev (UConn Health). All the mice used in the study were euthanized after completion of the experiments in a carbon dioxide chamber. All mice were maintained in the central animal facility at UConn Health in accordance with federal guidelines. The present study was approved by the UCH’s animal care committee. The study is reported in accordance with ARRIVE guidelines.

### Tissue processing

For hippocampus isolation, mice were perfused with cold PBS before hippocampus dissection. For RNA analysis, hippocampi were lysed in trizol lysis buffer. RNA was extracted and processed using a QIAGEN miRNEasy extraction kit. For protein analysis, hippocampi were lyzed in hippocampus were homogenized in 20 mM Tris, 150 mM NaCl, 1 mM EDTA, 2 mM EGTA, 2 mM glycophosphate, 10 mM NaF, 1 mM orthovanadate, 1 µg/ml leupetine. A 25,000 g supernatant was obtained, and protein was quantified using BCA assay (Thermo Fisher Scientific, Waltham, MA). For splenocyte isolation, spleens were crushed through nylon mesh cell strainers (Falcon/BD Biosciences, San Jose, CA, USA) and treated with ammonium chloride to lyse RBCs.

### Multiplex and ELISA and multiplex

CCL5 and CCL21 Elisa kits were purchased from BD bioscience (San Jose, CA). Multiplex for cytokines/chemokines and hormones detection were purchased from Millipore (Burlington, MA). Anti-ds DNA kit was purchased from Alpha Diagnostic Intl. Inc (San Antonio, TX).

### Flow cytometry

Flow cytometry was performed as described before^46^. Cells were incubated for the last 5 h in the presence of GolgiPlug (BD Biosciences), stimulated with phorbol 12-myristate 13-acetate (PMA) purchased from EMD Millipore Corporation (Billerica, MA) and ionomycin purchased from Life Technology (Grand Island, NY). Cells were stained with live/dead UV blue stain purchased from InVitrogen (San Diego, CA) and surface stained with anti-CD3 antibody (BD bioscience, catalog#557984), anti-CD4 antibody (BD bioscience, catalog#552051) and anti-CD8 antibody ebioscience, catalog#48-0081-82), fixed with 1.5% PFA, permeabilized with 1% saponin, and stained at 4 °C overnight with IFNγ (BD PharMingen, catalog# 554412, Clone XMG1.2, Franklin Lake, NJ). Acquisition was performed by LSRIIa. All flow cytometry data were analyzed with FlowJo (Tree Star, Ashland, OR).

### RNA seq

#### Bulk RNA-seq

For each group, hippocampi were lysed in trizol lysis buffer. RNA was extracted and processed using a QIAGEN miRNEasy extraction kit. RNA library construction was done using a SMART-seq v.4 ultra-low input kit (Takara Bio, Shiga, Japan) and cDNA was converted to sequencing library using NexteraXT DNA library prep kit with indexing primers (Illumina, San Diego, CA). For transcriptomics, libraries were sequenced for single end 1 × 100 bp reads at 30 million reads/sample on a NOVASeq 6000 (Illumina). Quality controlled reads (fastq) were aligned to mouse genome (mm10) using HISAT2 and BAM file conversion, sorting, and indexing were done with Samtools^47,48^. Read counts were obtained from resulting BAM files using Stringtie^49^. For transcriptomics analysis, differentially expressed genes were identified using DESeq2 (p-value < 0.05)^50^. Pathway analysis was conducted using PathfindR^51^. Library preparation and sequencing was conducted by the Whitehead Institute Genome Technology Core (Boston, MA).

### Behavior tests

Water maze was used to study spatial learning and memory. The tank is filled with 20–22 °C water for a 9 day test. In the first 3 days, the mice are put into the tank with water from four different directions. The mice are tested for 60 s each time to locate a circular platform placed in the center of one of the four quadrants of the pool so that the top is around 0.5 cm above the water surface with a red visual cue. The time to reach the platform will be measured by video AnyMaze software. In the following 4 days, the platform is kept in the same position, but the platform top is 0.5 cm below the water surface and red visual cue were removed from the platform.

Open Field was performed by placing mice in an open field arena for 10 min and their free movement is recorded via video AnyMaze software. Exploratory activity, anxiety, and hyperactivity were evaluated by analyzing total moving distance, average speed, center time & distance, corner time and distance.

Y-Maze was used to measure spontaneous alternation has a behavioral test for measuring the willingness of rodents to explore new environments. For this test, mice were put into one arm of the Y-maze and allowed to freely explore the three arms for 5 min to assess the spontaneous alterations.

Fear conditioning is measured to assess cognitive function in mouse. The standard test needs 3 days. On the first day, which is the conditioning period, the mice will be placed in the conditioning chamber for 3 min before onset of a 30 s sound stimulus at 2800 Hz and 85 dB. The last 2 s of the sound stimulus will be coupled with a foot shock (0.5 mA of continuous current). After resting an additional 30 s in the chamber, the mice will be repeated the sound and foot shock again, and returned to home cage. On the second day, the mice will be tested for contextual memory in the same chamber for 3 min without either sound or foot shock. On the third day, the mice will be tested for tone memory in the same chamber with different environment. The mice will only suffer the sound stimulus, but no foot shock. Fear memory is measured as the percentage of freezing, which is defined as the percentage of time completely lacking movement in intervals of 5 s. In between animals, the instrument will be completely cleaned with 70% ethanol to remove the odor and dirty materials^17^.

### Statistical analysis

Two-tailed student’s unpaired and one-way Anova tests used for data analysis, with values of *p* < 0.05 (*) used as significant threshold; *p* < 0.01 is indicated as (**), *p* < 0.001 as (***) and *p* < 0.0001 is indicated as (****) were performed using Prism-GraphPad (La Jolla, CA).

### Supplementary Information

Supplementary Figures.

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus database “GEO” under the repository accession number GSE264121.

# Supplementary material for: IRAK4 is an immunological checkpoint in neuropsychiatric systemic lupus erythematosus
**Source:** Sci Rep. 2024 Jul 16;14:16393. doi: 10.1038/s41598-024-63567-x
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Supplementary Figure legends**

**Supplementary Figure 1. IRAK4 deficiency has negligeable influence on the microbiome. A.** Microbiomes contained in feces of MRL, MRL-IRAK4-KD, C57BL/6, IRAK4-KD mice were identified by sequencing (Diversigen) and reported as relative abundance of bacteroid species in 3-, 6- and 10-month-old mice. **B**. Multiple statistical comparison for *Parasutterella excrementihomi* frequency among mice stains is reported.

**Supplementary Figure 2.** **Behavior tests in MRL and** **MRL-IRAK4-KD mice.** Behavior tests were applied to 10-month-old mice. Mice were run through **A.** Open Field, **B.** Y Maze, and **C.** Fear Conditioning. *n*=10–13/group. Each dot represents a mouse.

**Supplementary Figure 3. IRAK-4-dependent lupus-associated hormones.** Sera were obtained from **A.** 3-month-old and **B.** 6-month-old female MRL, MRL-IRAK4-KD, C57BL/6, and IRAK4-KD mice and quantified. Data are shown as mean +/- SEM. **p* < 0.05, ***p* < 0.01, ****p* < 0.001 (one-way ANOVA). **C.** Number of pups born from female 3–8-month-old mice. Each dot represents one mouse. Data are shown as mean +/- SEM. ***p* < 0.01 (Student’s *t*-test).

**Supplementary Figure 4. IRAK4 does not control RNA expression of JAK/STAT-dependent hormones and cytokines in hippocampus of NPSLE-prone mice.** **A.** RNA of BDNF and LH and **B.** RNA of all interleukins, M-CSF and IFNγ from 10-month-old MRL, MRL-IRAK4-KD, C57B/L6, and IRAK4-KD extracted mouse hippocampi as described in Fig. 3 are shown as mean +/- SEM. Each dot represents one mouse.

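In the control strains, Il6 had 0.0822 ± 0.0322 CPM (SD, n = 3) in C57BL/6 and 0.0676 ± 0.0250 CPM (n = 3) in IRAK4-KD hippocampi. Il12a had 0.555 ± 0.0705 and 0.663 ± 0.155 CPM, and Csf1 25.1 ± 2.05 and 25.9 ± 1.95 CPM. Ifng had 0 counts in all C57BL/6 libraries and between 2 and 15 counts in IRAK4-KD libraries. Il10 and Il12b had 0 counts in all libraries of both strains. A count of 0 allows up to 3 counts, which over the C57BL/6 libraries together is 0.00289 CPM and over the IRAK4-KD libraries together 0.00225 CPM, for counting error only. In exact permutation tests of 4 MRL against 4 MRL-IRAK4-KD mice, p was 0.114 for Il12a and 0.0571 for Csf1, and 1 for Ifng, Il6, Il10 and Il12b.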

**Supplementary Figure 5. IRAK4 does not alter cfDNA release in the serum of NPSLE-prone mice**. Sera were obtained from 6-month-old female MRL, MRL-IRAK4-KD, C57BL/6, and IRAK4-KD mice were quantified for level of cfDNA (cell-free DNA). Each dot represents one mouse (n = 10-12 mice per group).

**Supplementary Figure 6. Fold enrichment of pathways in hippocampus of lupus-prone mice.** RNA was extracted and analyzed as described in legend of Fig. 4. Pathways described in Fig. 4 were ranked by order of fold enrichment (Y axis) in context of -log of p adjusted value (X axis).

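Suppl. Fig. 6 sets the fold enrichment of a pathway against the negative logarithm of its adjusted p, so that a pathway can lie far along 1 axis only. The same exact test on mouse Reactome sets, where a table pairs their identifiers with the gene symbols, gave a fold enrichment of 1.68 for interleukin signalling (105 genes, adjusted p = 0.0177) and 2.64 for chemokine receptors and their ligands (60 genes, adjusted p = 0.000200). Cytokine signalling in the immune system had 2.45 (237 genes, adjusted p = 1.4e-11), class I antigen presentation 1.97 (107 genes, adjusted p = 0.00136) and TNF signalling 0.977 (9 genes, adjusted p = 0.663), all by Fisher's exact test.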

**
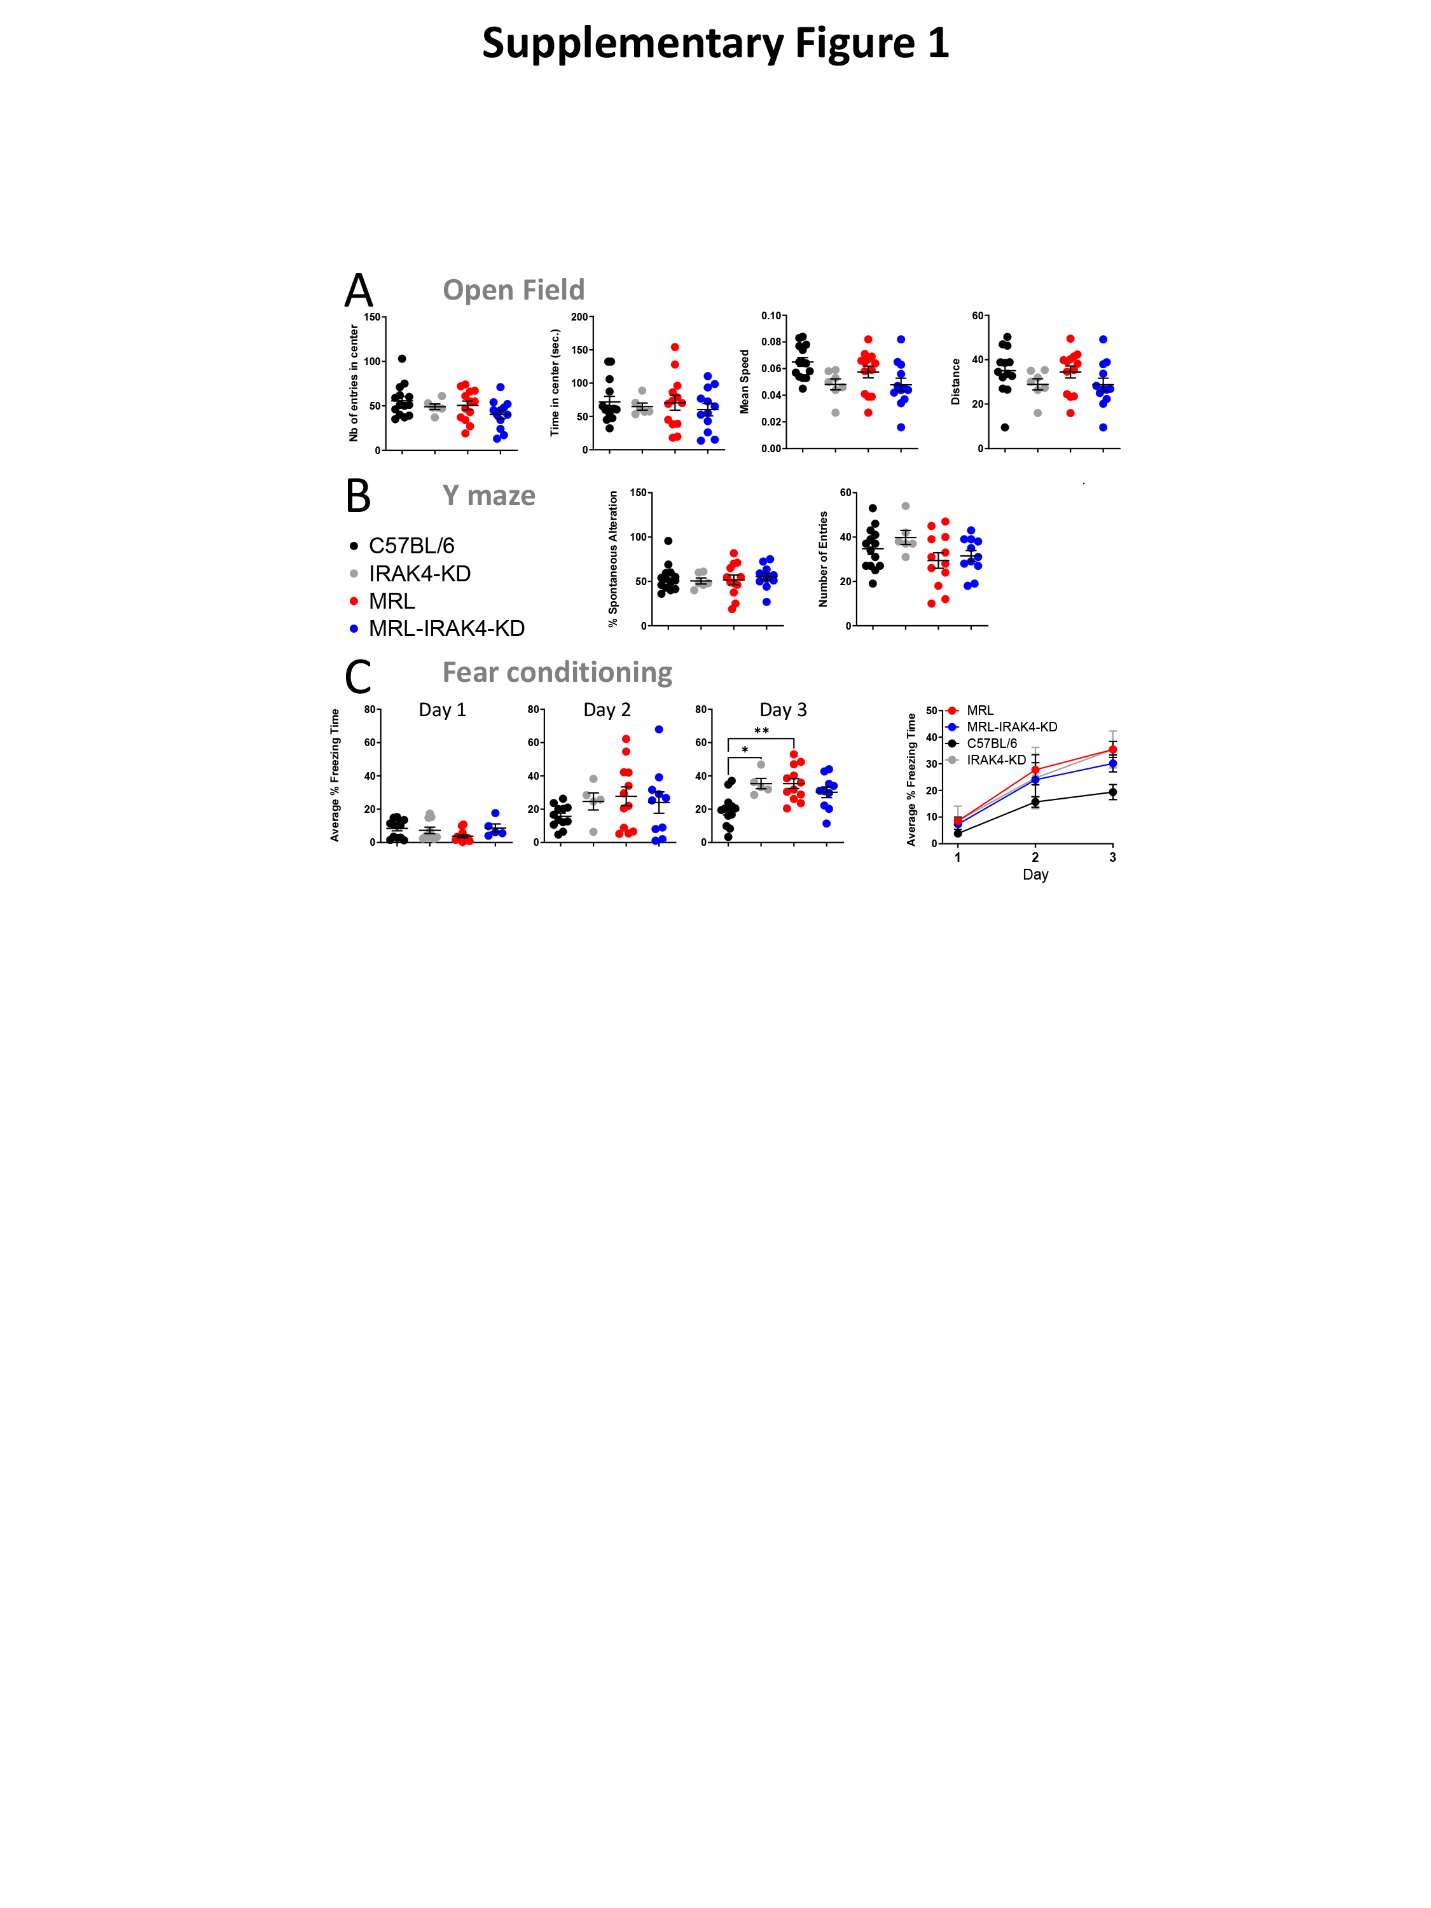

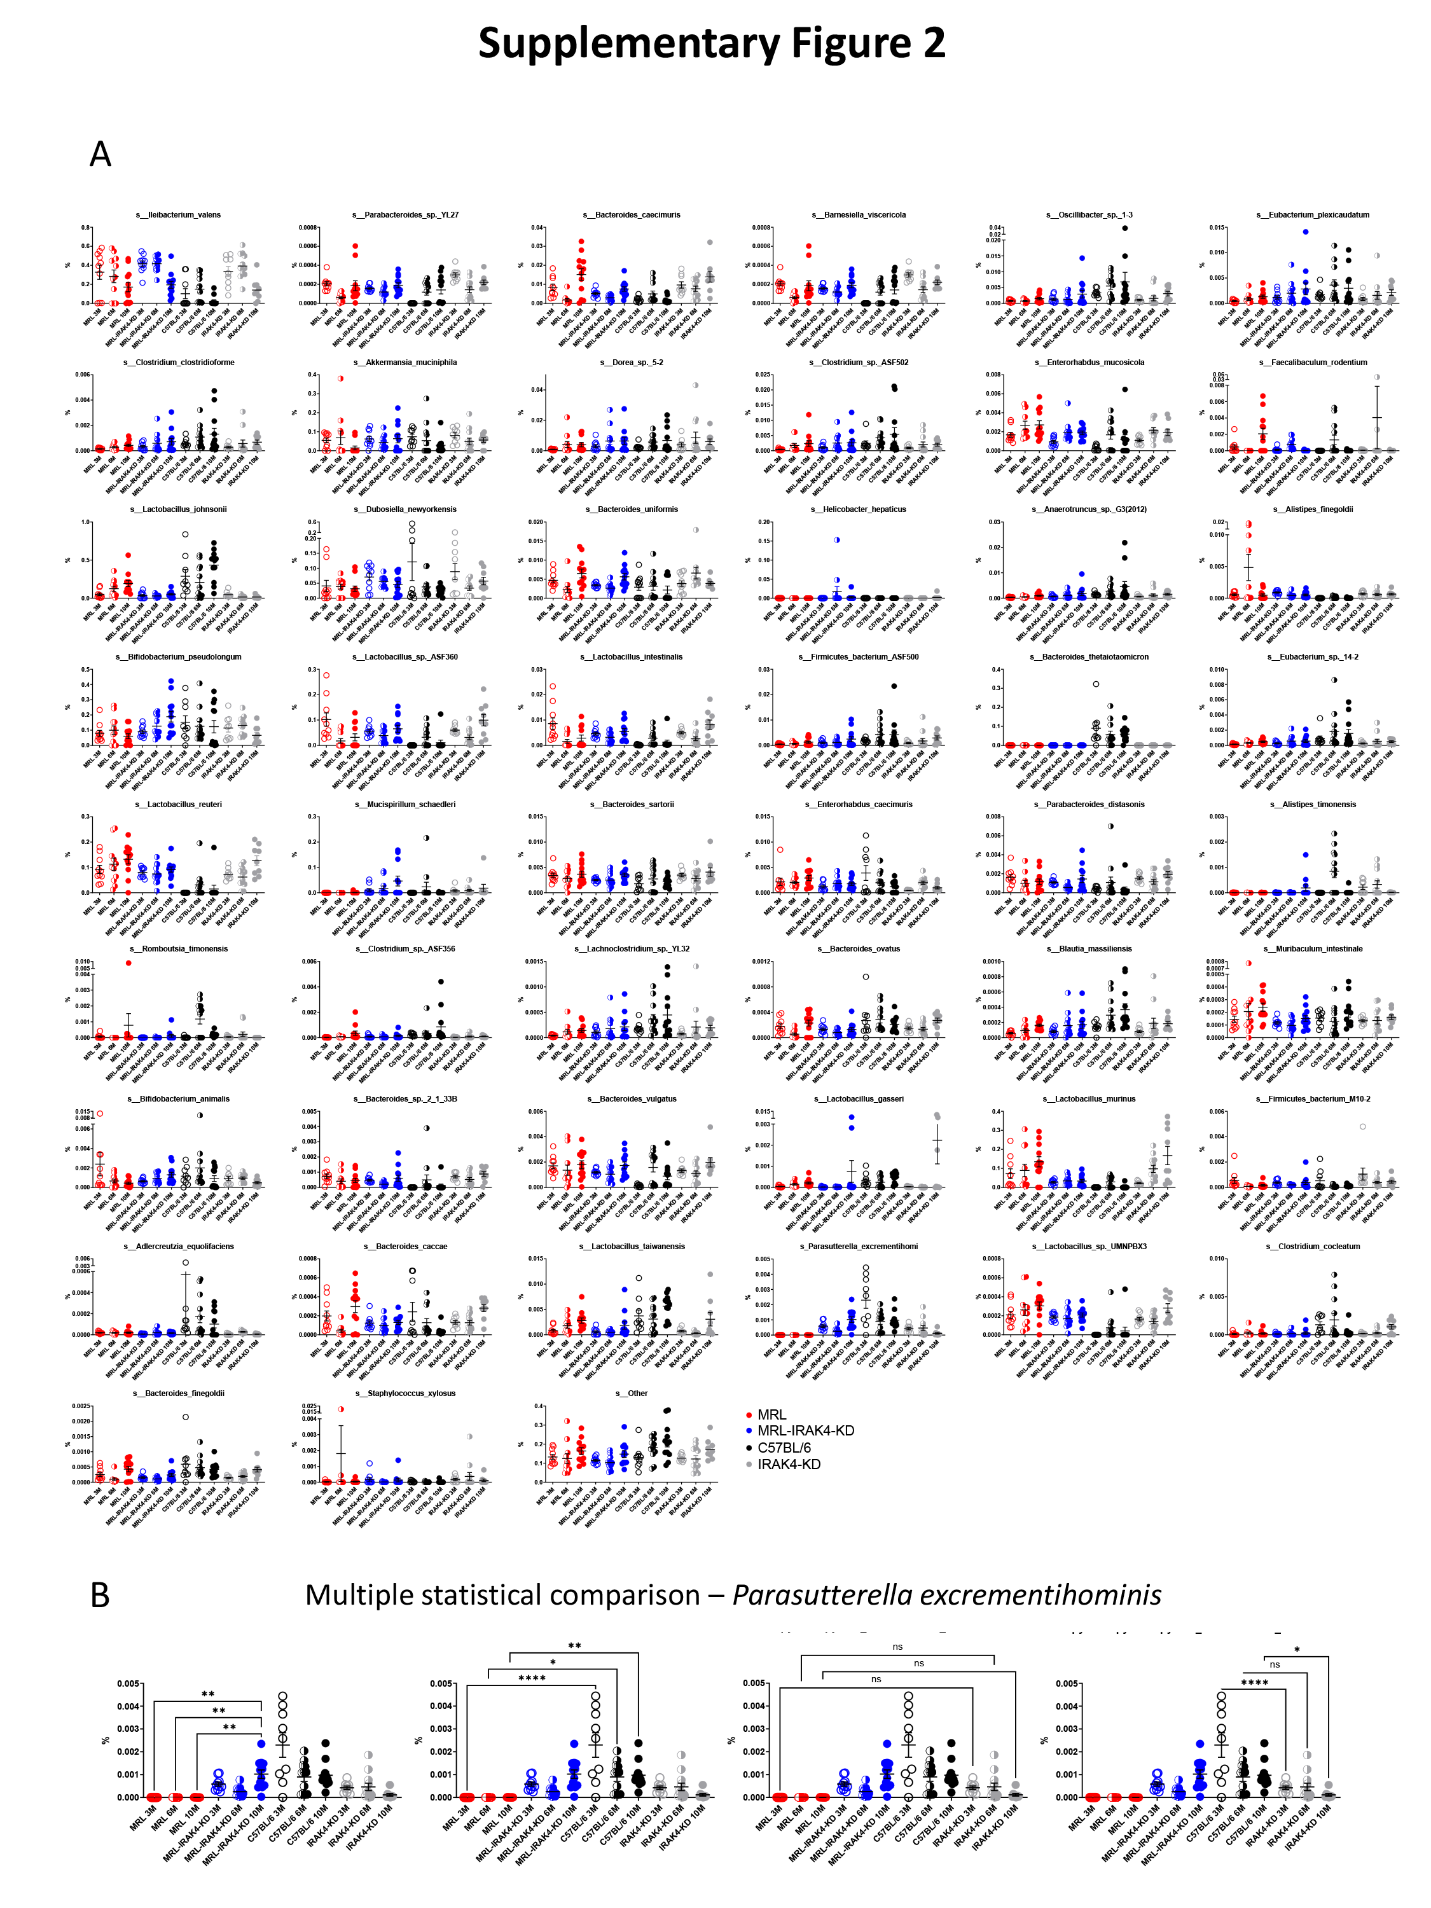

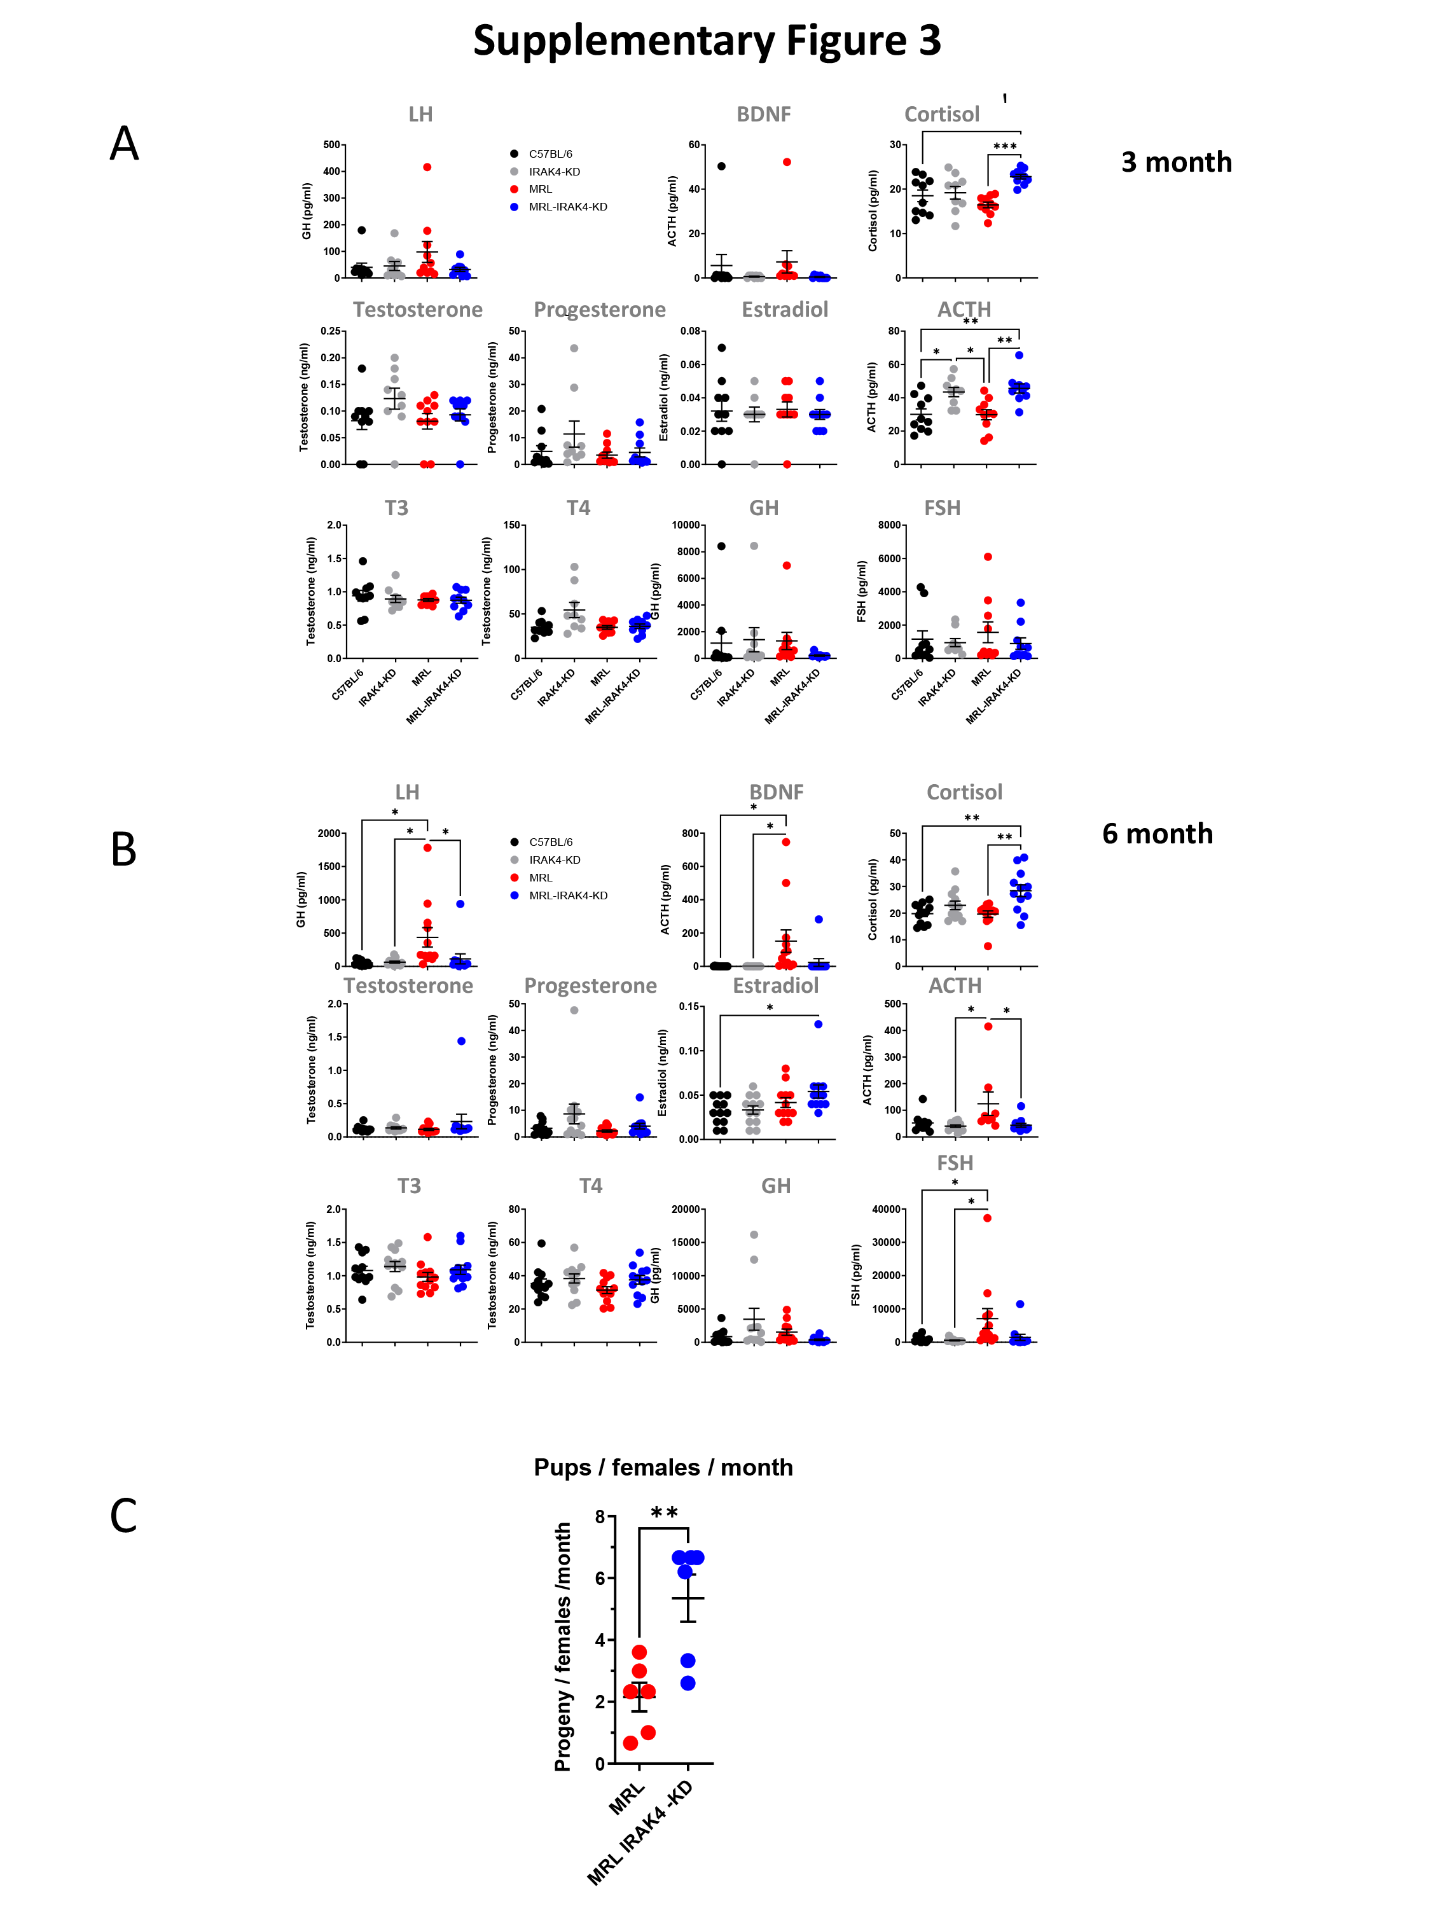

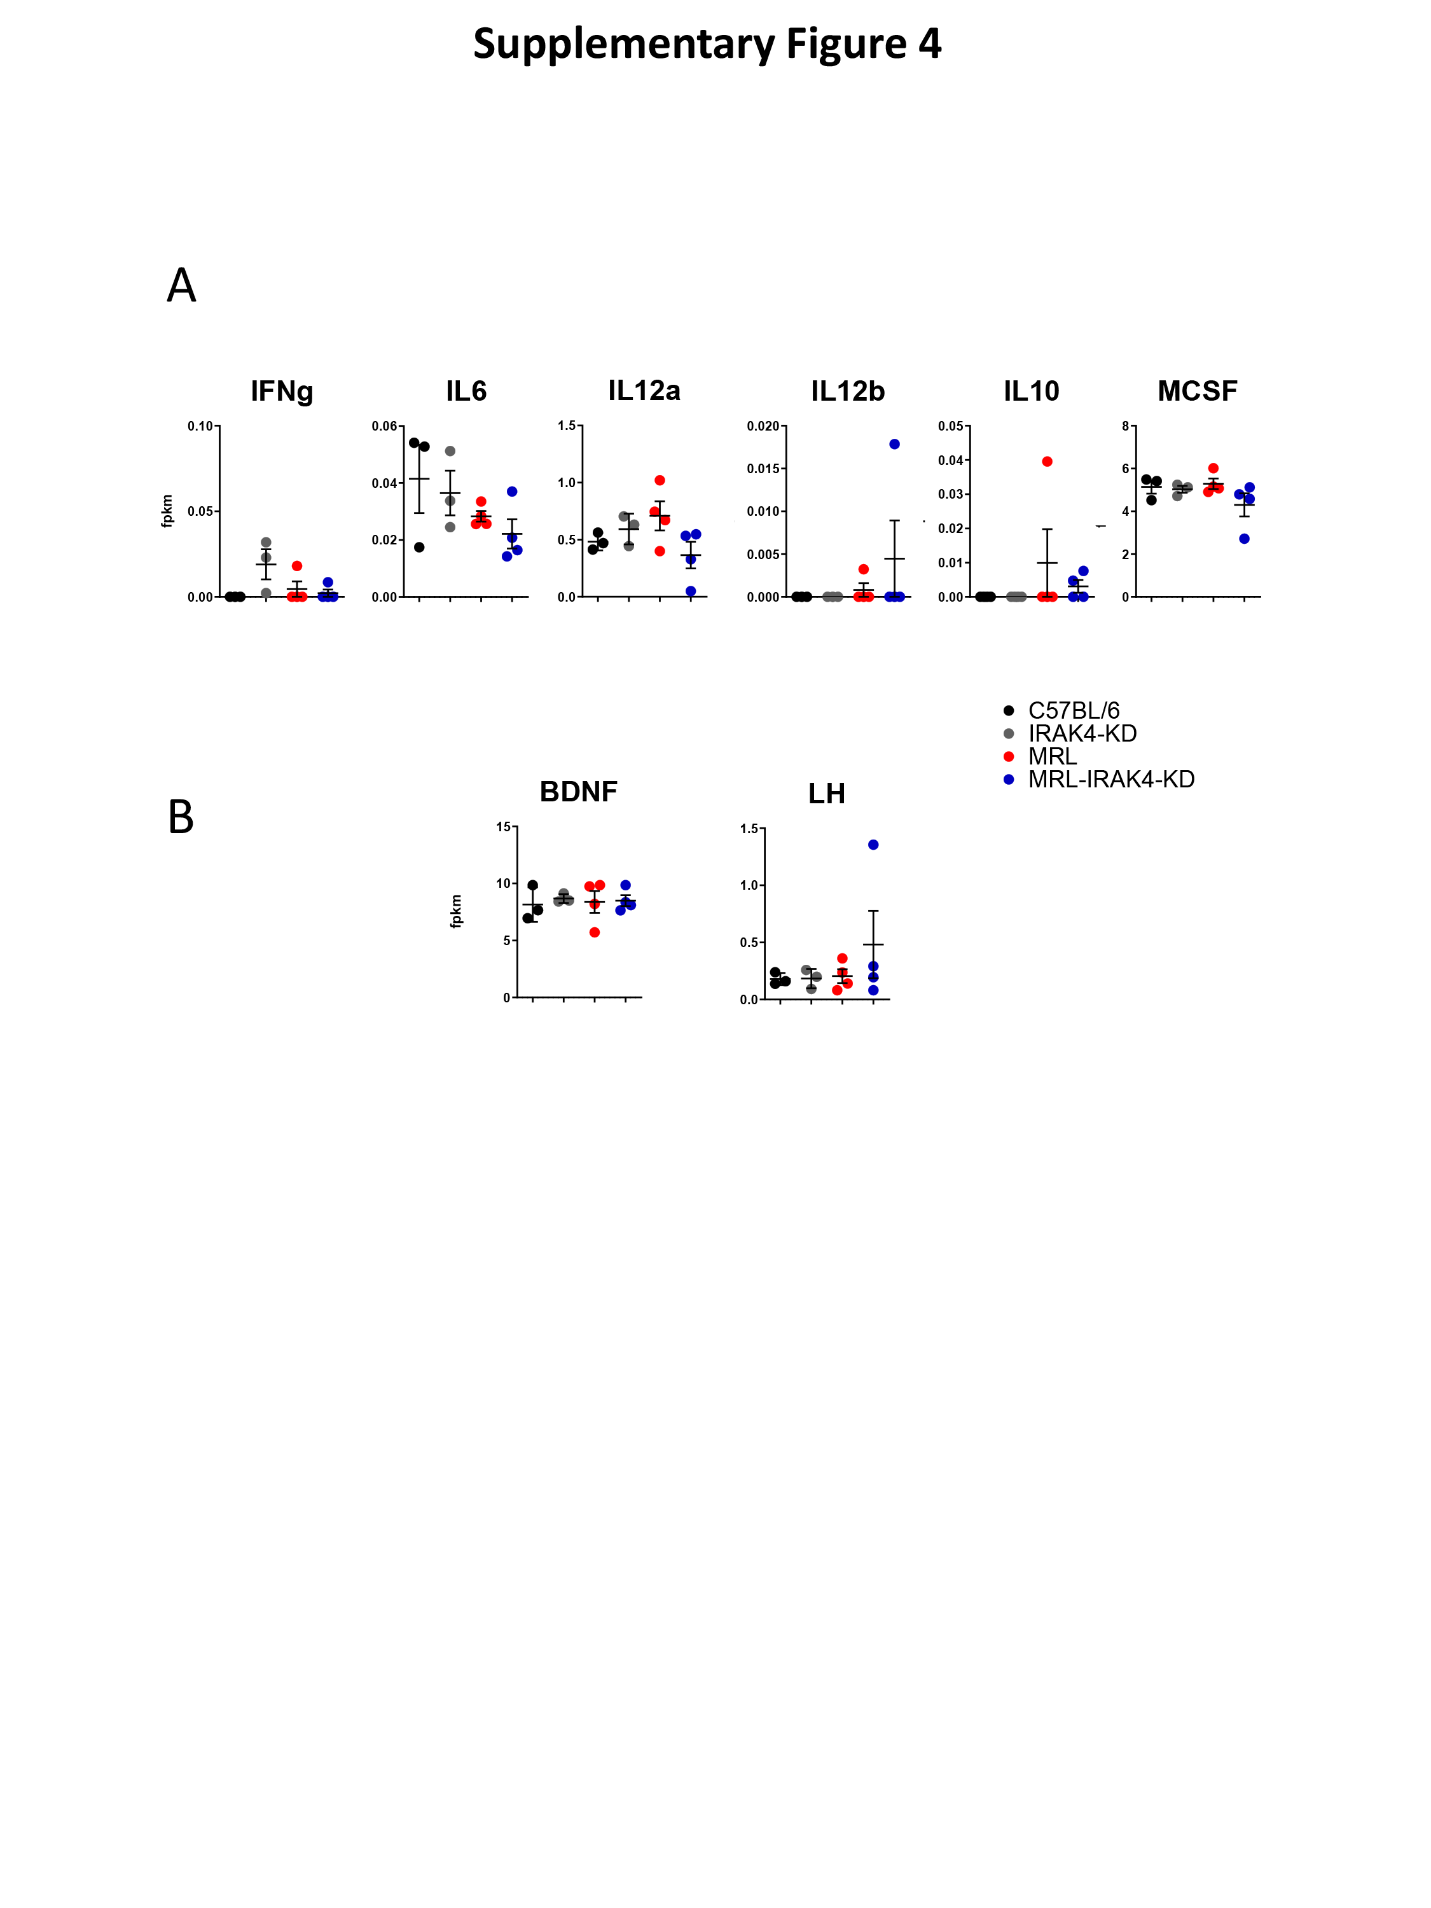
**

**
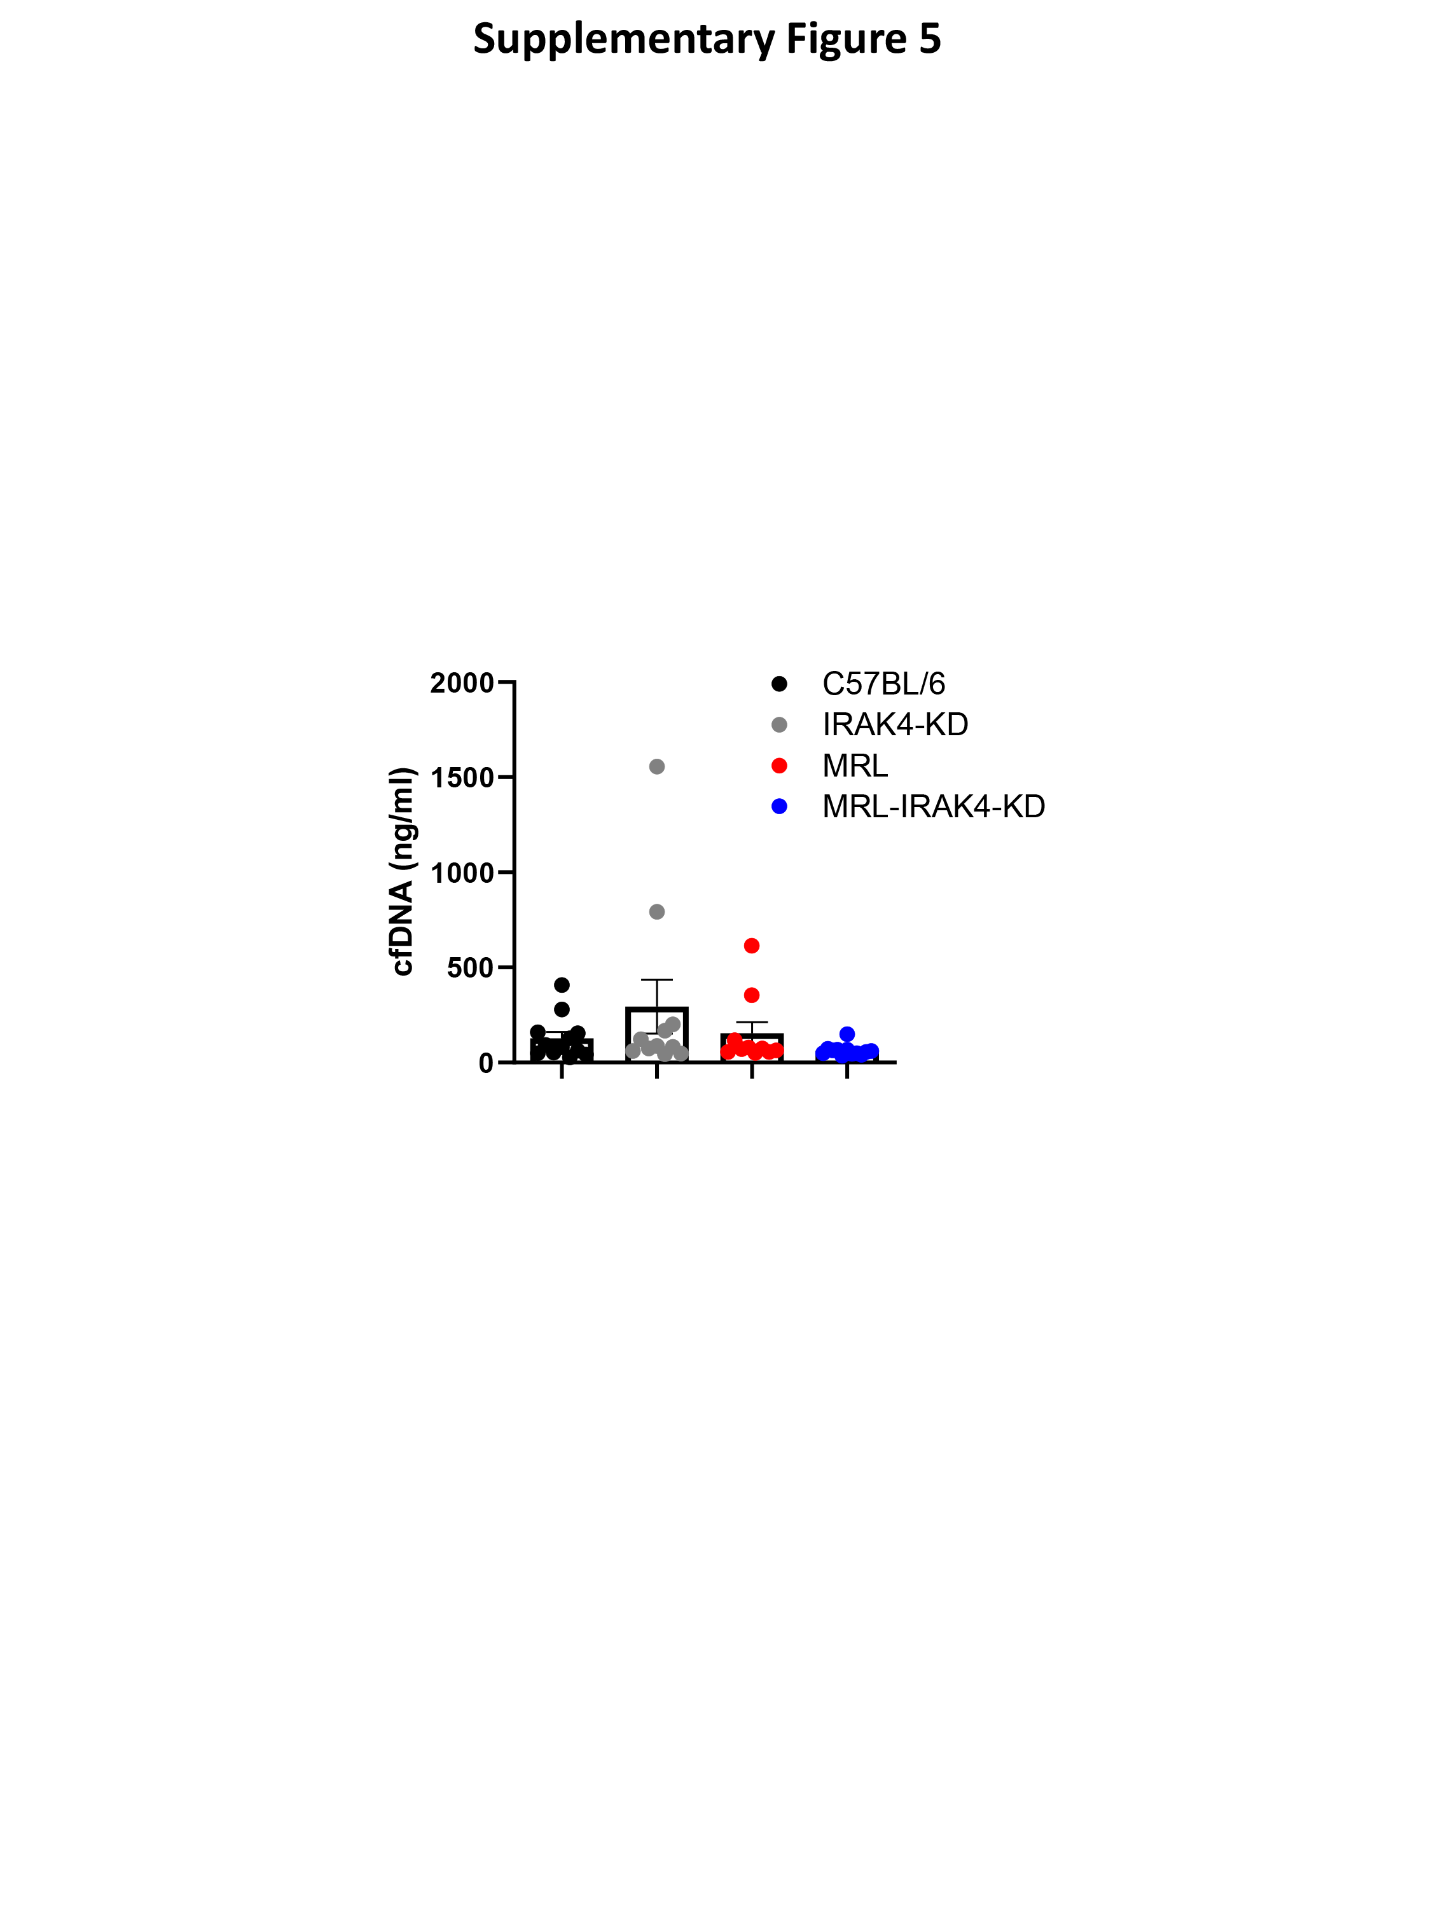
**

**
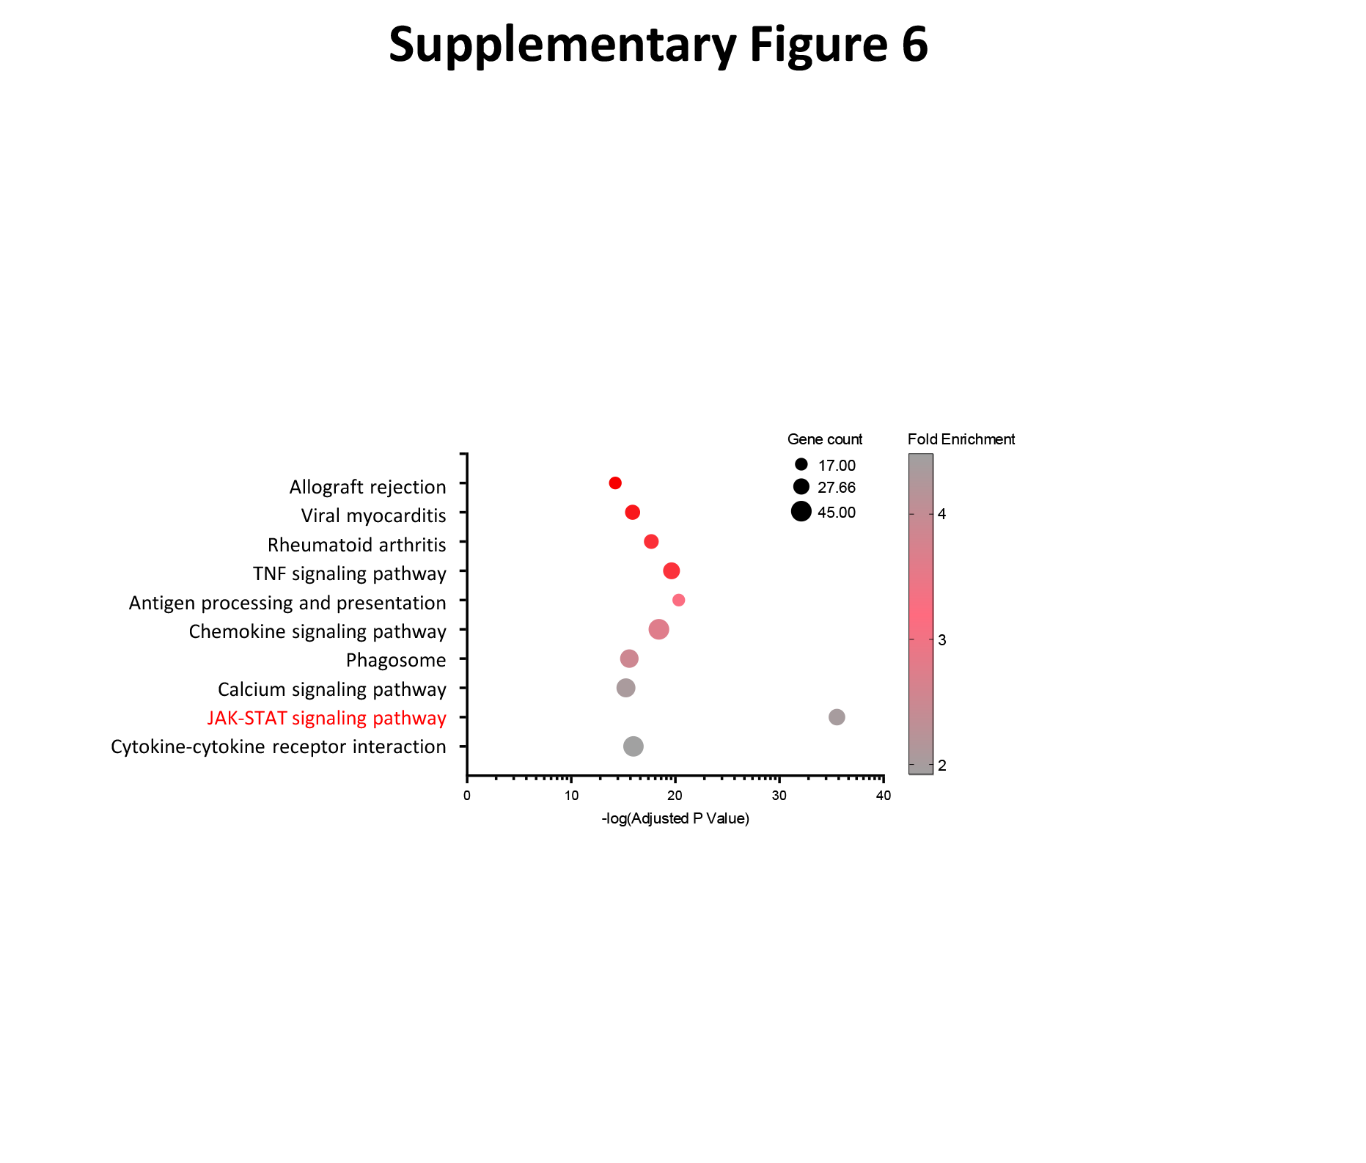
**

**Supplementary Methods**

**Microbiome analysis**: Mouse feces were collected, immediately frozen at -80°C and shipped to Diversigen (New Brighton, MN) where the 50 most abundant bacteria species were identified by RNAseq and frequency established.

### **Cell-free (Cf) DNA isolation and quantification:** DNA was extracted from mouse serum using DNA Extractor SP Kit (FUJIFILM Wako Chemicals U.S.A. Corp.), according to the manufacturer’s instructions. Next, cell-free DNA was quantified using the Quant-iT PicoGreen dsDNA Assay Kit (Invitrogen) according to the manufacturer’s instructions.

How the deposited data were processed for this re-analysis (not part of the article)

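Bulk RNA-seq of the hippocampus covered 14 mice at 10 months of age, 4 MRL, 4 MRL-IRAK4-KD, 3 C57BL/6 and 3 IRAK4-KD. The serum, behaviour and microbiome measurements of the paper have no file among the deposited data and were left out. The authors aligned reads to mm10 with HISAT2, obtained counts per gene and per transcript with StringTie, and deposited these counts as whole numbers without normalization. The text of the paper does not name the annotation, and the identifiers and their versions are those of GENCODE M21. StringTie derives counts from coverage and an assumed read length, and the total counts came to between 1.40 and 2.08 counts per read of the sequencing core's sheet. The count table holds 81881 features, of which 55536 are Ensembl genes, 26248 are tRNA predictions and 97 are spike-ins. Only the Ensembl genes were tested. The totals of the gene and transcript tables differed in 0 libraries.

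Conditions were taken from the deposited labels, and each of the 14 columns was mapped to a mouse. Genes with at least 10 counts in total were fitted with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood method with robust dispersion, TMM normalization and a single model of the 4 groups. All pairwise comparisons and the interaction of the lpr background with the mutation were tested, the library labelled IRAK4-KD replicate 3 counting as non-lpr by its label, and p was adjusted by the Benjamini-Hochberg method over 38070 genes. These choices, the genes named in the text and most alternatives were set before the data were examined. The named genes are those the paper names from the hippocampus, the remaining Ccl21 paralog and subunit of luteinizing hormone, Irak4 and Fas, 13 core JAK-STAT genes, and the 10 genes with the largest change among those past the threshold whose groups did not overlap. Single genes were also compared by 2-sided exact permutation tests on log2(CPM + 0.1). Where a count is 0, the limit of 3 counts covers counting error only, since the counts are not independent molecules.

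Of the 14 gene lists written by hand, 5 stand for pathways, 1 holds chemokine ligands, 1 holds interferon-stimulated genes and 7 hold markers of choroid plexus, pituitary, meninges and fibroblasts, blood, microglia, lymphocytes, and thalamus and striatum. Lists of neocortical and hippocampal genes were added later. Over-representation was tested by one-sided Fisher's exact tests, and direction by limma 3.58.1 with camera at a correlation of 0.01 and with fry. pathfindR, its network and its gene sets were not available.

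The tools were tested on simulated data built from these libraries, with 200 changed genes. Counts were drawn only once per comparison, from dispersions that edgeR had estimated, so that the test may favour edgeR. The changed genes all had a mean CPM above 1 and a log2 change of at least 1 in size. In the comparison of MRL with MRL-IRAK4-KD mice, edgeR recovered 84% of them with 2.89% of its calls false, limma-voom 85% with 4.49% false, and DESeq2 1.42.0 94% with 31.6% false. In the comparison of IRAK4-KD with C57BL/6 mice, 83%, 80.5% and 91% were recovered, with 1.19%, 1.83% and 29.7% false.

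The alternatives were RLE size factors, library size only, DESeq2, limma-voom with quality weights, no filter, edgeR's filterByExpr, only the 8 MRL and MRL-IRAK4-KD mice, the replicate number as a block, each mouse left out in turn, the transcript table, the Ccl21 genes summed, a pseudocount of 1, other settings of the list tests and Reactome sets. Halved counts, DESeq2 on the 8 mice and the chemokine list without Ccl21 genes were added after values had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.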

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

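The tests in this part were chosen only after the result was seen, except those of GC content and gene length, of reduced IRAK4 signalling and of other splits of the mice. In groups of 4 mice, 94 groups of values were searched for a mouse far from the other 3, and 22 had one (23.4%), where chance gives 4.7.

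MRL-IRAK4-KD replicate 4 lay far from the other libraries. Its score on the first principal component was 117, its mean correlation with the other libraries of its group 0.909, its share of counts on tRNA predictions 0.188% and its input RNA concentration 27.4, against 39.6 to 43.7 in the others. Lhb at 1.27 CPM and Ccl21d at 0.0580 CPM were also far from the other 3 mice. A trend with gene length had r of -0.306 across genes, which are not independent replicates, against -0.246 to 0.327 in the other libraries. In size this was no stronger than the highest of them, but it was the most negative, so a bias by gene length stays open. A mouse with intact Ccl21 genes is argued against by the sum of the Ccl21 genes, 0.267 CPM. Choroid plexus tissue stays open, since 13 of 16 choroid plexus genes were highest in this library, Ttr at 7631 CPM, while Cldn2 at 0.200 CPM and Kl were low. The low input of 27.4 stays open too, since no other library shares it. Of 12 pituitary genes, 3, Lhb included, were highest in this library. Pituitary tissue as the source of Lhb is still argued against by its abundant transcripts, with Prl at 0.641 CPM, Gh at 0.348 CPM and Cga at 0 CPM, since the 3 libraries with more of all these transcripts had at most 0.321 CPM of Lhb. No biological explanation was tested.

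In MRL replicate 4, Ifng at 0.0293 CPM, Il12b at 0.00836 CPM, Il10 at 0.0690 CPM and Jak2 at 43.3 CPM were far from the other 3 mice. Its interferon-stimulated genes had a mean of 2.95 on the log2 scale, against 1.95 in MRL replicate 1. The blood genes were about equal in these libraries, with means of 4.08 and 4.00. Blood left in the tissue may contribute and cannot be told apart, since a single library carries the pattern. Of 8 library measures, 1 lay outside the range of all other libraries, the share of the 10 most abundant genes at 12.1%, so that a difference in preparation stays open.

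In MRL replicate 3, Cga at 0.760 CPM was far from the other 3 mice, and 8 of 12 pituitary genes were highest in this library, so that pituitary tissue in the dissected piece is a candidate explanation. Further values far from the other 3 mice were Csf1 at 31.5 CPM and Gm10591 at 1.11 CPM in MRL replicate 1, Tyk2 at 22.4 CPM and a total count of 572.4 M in MRL replicate 2, Ifng at 0.0144 CPM in MRL-IRAK4-KD replicate 1, and Il12b at 0.0449 CPM, Stat4 at 0.780 CPM and a fragment size of 339 base pairs in MRL-IRAK4-KD replicate 2. In MRL-IRAK4-KD replicate 3 they were Cga at 0.0368 CPM and Jak3 at 3.62 CPM. No explanation was tested for these.

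The mitochondrial tRNA gene mt-Tg fell with the mutation in IRAK4-KD and not in MRL-IRAK4-KD mice, with an interaction of -3.75 on the log2 scale (edgeR adjusted p = 0.00127). It had 0.741 to 0.821 CPM in the 3 IRAK4-KD libraries. A loss of small RNA in the preparation is argued against by the other 21 mitochondrial tRNA genes, with a median log2 fold change of -0.18 and a range from -1.98 to 1.62. A different mitochondrial sequence in the IRAK4-KD line may be the source and stays open, since reads are not in the files. In all 3 libraries, 3 of 37 mitochondrial genes lay outside the range of the other 11, where chance gives 0.549%.

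The paper does not report the comparison of IRAK4-KD with C57BL/6 mice over all genes, in which edgeR called 56 genes at an adjusted p below 0.05, 14 higher and 42 lower in IRAK4-KD mice. Among 10 splits of these mice 1, the real one, had as many, and a design of this size cannot give a share under 0.05. With 1 mouse left out there were 106 genes without MRL-IRAK4-KD replicate 4, 34 and 36 without C57BL/6 replicates 1 and 3, and 36, 35 and 33 without IRAK4-KD replicates 1, 2 and 3. Of the 56, 18 lay within 1 Mb of the Ccl21 genes or on scaffolds. In that interval, on chromosome 4 from 40903610 to 43773993, 21 of 117 genes other than chemokines were lower with the mutation in both backgrounds (17.9%, against 0.467% elsewhere, Fisher's exact test, p = 1.9e-26), and 0 were higher in both. Neighbouring genes are not independent. A genomic segment that came with the mutant line is a candidate explanation for the loss of the Ccl21 genes. Reads shared between paralogs are argued against by the sum of the Ccl21 genes, with a log2 fold change of 6.26. Reduced IRAK4 signalling to chemokine genes stays open: camera gave 0.320 for the ligands other than Ccl21 in IRAK4-KD over C57BL/6 mice, and a loss of the Ccl21 genes alone through signalling was not excluded.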

How the results depend on the processing

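The settings with counts halved and with DESeq2 on only the 8 MRL and MRL-IRAK4-KD mice, and the chemokine list without Ccl21 genes, were chosen only after the result was seen. Among the results that compare groups or lists, 539 values under an alternative kept their direction and side of the threshold, 48 counts moved by more than 1.5 times, 12 values fell short of the threshold, 3 passed it and 4 reversed. Among single genes and other lists, 1325 values kept them, 47 reversed, 10 passed the threshold and 5 fell short of it. The cause of the changes below was not tested, except where fewer genes or mice entered by construction.

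With DESeq2, the number of genes at an adjusted p below 0.05 was 397 for MRL against MRL-IRAK4-KD, 203 for MRL against C57BL/6, 162 for IRAK4-KD against C57BL/6, 1084 for MRL against IRAK4-KD, 180 for MRL-IRAK4-KD against C57BL/6, 305 for MRL-IRAK4-KD against IRAK4-KD mice and 60 for the interaction. In simulated data 31.6% of the calls of DESeq2 were false. Those data were drawn from edgeR's dispersions, so the share may differ in the real counts. Their changed genes held none as low as Ccl2, with a mean of 0.0879 CPM, and no change as small as that of Stat6, 0.54. In MRL over MRL-IRAK4-KD mice, Ccl2 (1.47), Ccl21a (2.58), Stat6 and Socs3 passed the threshold with DESeq2, as did Ccl2 over C57BL/6 (1.68) and IRAK4-KD mice (1.52). With DESeq2 on the 8 mice there were 207 genes, Ccl2 (1.47), Ccl21a (2.57), Stat6 and Socs3 passed, and Jak1 was -0.00056. With limma-voom the numbers were 213, 38, 145, 1579, 75, 275 and 22 in the order of the comparisons above. limma-voom put Stat6, Socs3 and, in MRL over IRAK4-KD mice, Ccl2 (1.39) past the threshold. It reversed Ifng (-0.10), Il10 (-1.24), Lhb (0.48) and Jak1 (-0.095) in MRL over MRL-IRAK4-KD mice, Ccl21c (0.14), Ccl21d (-0.22) and Ccl2 (-0.022) in MRL-IRAK4-KD over IRAK4-KD mice, and the interaction of Ccl21d (0.36).

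Library size only reversed Jak1 (-0.0052) and, in MRL-IRAK4-KD over IRAK4-KD mice, Ccl2 (-0.013). Without a filter the interaction had 4 genes, and with counts halved 4, where Jak1 was -0.0028. In the fit of only 8 mice, 2372 genes were at an unadjusted p below 0.05 and 18 at an adjusted p below 0.05, the JAK-STAT enrichment of 1.31 fell short of the threshold, and Jak1 was -0.0024. Gm13301 (4.86) fell short of the threshold in this fit as well (edgeR adjusted p = 0.0657). With the replicate block, the interaction had 2 genes, Ifng was -0.85, Il10 -2.07, Jak1 -0.00063 and Ccl21d in MRL over C57BL/6 mice -0.13. The transcript table gave Ccl2 -1.70 in MRL-IRAK4-KD over C57BL/6 and -1.97 over IRAK4-KD mice, and the Ccl21 genes summed gave -0.38 for Ccl21d in MRL-IRAK4-KD over IRAK4-KD mice. In the transcript table Ccl21c fell short of the threshold in MRL over IRAK4-KD mice (6.62, edgeR adjusted p = 0.0590). It also fell short there in MRL-IRAK4-KD over C57BL/6 mice (-5.41, edgeR adjusted p = 0.157).

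Among genes at an adjusted p below 0.05 there were 0 of the JAK-STAT, 0 of the TNF and 0 of the antigen presentation list, while the fold enrichment rose to 22.7 for the chemokine list and 18.2 for the cytokine receptor list, and the tools gave 37 genes with edgeR, 397 with DESeq2 and 213 with limma-voom, from 4329 genes at an unadjusted p below 0.05. With a background of genes at a mean CPM of at least 1, the enrichment of the JAK-STAT (1.36), TNF (1.08), chemokine (1.34) and cytokine receptor list (1.53) fell short of the threshold. With Reactome sets, the TNF enrichment was 0.977, and the direction of the TNF (0.18) and antigen presentation sets (0.25) fell short. With an estimated correlation, the direction of the JAK-STAT (0.26) and antigen presentation list (0.36) fell short.

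With each mouse left out in turn, genes at an unadjusted p below 0.05 ranged from 2633 to 5875 and genes at an adjusted p below 0.05 from 25 to 52 between MRL and MRL-IRAK4-KD, from 0 to 21 between MRL and C57BL/6, from 33 to 106 between IRAK4-KD and C57BL/6, from 62 to 1088 between MRL and IRAK4-KD, from 23 to 43 between MRL-IRAK4-KD and C57BL/6, from 11 to 65 between MRL-IRAK4-KD and IRAK4-KD mice and from 1 to 15 for the interaction. The highest adjusted counts, 52 included, came without MRL-IRAK4-KD replicate 4. The JAK-STAT enrichment ranged from 1.14 to 2.52. The mean of the antigen presentation list ranged from -0.02, without MRL replicate 4, to 0.46, while camera put the list higher in MRL mice. The mean of the JAK-STAT list was 0.10 without MRL replicate 4, against 0.26 with all mice. In MRL over MRL-IRAK4-KD mice the ranges were -3.79 to 4.69 for Ifng, -0.21 to 0.22 for Il6, -4.45 to 2.14 for Il10, -0.13 to 0.13 for Bdnf, -1.65 to 0.11 for Lhb, -0.11 to 0.080 for Jak1 and -0.0026 to 0.069 for Tyk2. Ccl21d ranged from -0.12 to 0.30 in MRL over C57BL/6 mice, from -0.38 to 0.96 in MRL-IRAK4-KD over IRAK4-KD mice and from -0.87 to 0.48 in the interaction. Ccl21c in MRL-IRAK4-KD over IRAK4-KD mice ranged from -0.76 to 0.71. Ccl2 ranged from -0.22 to 0.41 in IRAK4-KD over C57BL/6, from -0.055 to 0.39 in MRL-IRAK4-KD over C57BL/6 and from -0.22 to 0.41 in MRL-IRAK4-KD over IRAK4-KD mice. Genes at a few counts per library, such as Ifng, Il10 and Il12b, are limited by depth.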

Differences from the paper's values

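The setting with DESeq2 on only the 8 MRL and MRL-IRAK4-KD mice was chosen only after the result was seen. The paper's methods give a depth of 30 M reads per sample, and the sheet of the sequencing core gives a median of 223 M (SD 38.8, n = 14). No alternative applies to this value. The paper's log2 fold change of Ccl21c between MRL and MRL-IRAK4-KD mice is about 4.4 in Fig. 4C, read by eye, and the value from the deposited counts is 6.79 (standard error 0.74). All 24 alternatives set before the data were examined also differ, with values between 6.26 and 7.21. They all read this same Ccl21c gene or the sum of the Ccl21 genes. Whether the paper plotted another Ccl21 copy was therefore not tested.

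The paper describes the JAK-STAT pathway as the most significantly enriched pathway, while the JAK-STAT list had rank 5 of 5 by p, and over the alternatives a rank between 2 and 5. These are unlike measures. The paper used pathfindR with its network and gene sets, and the rank here is by Fisher's exact test on 5 lists written by hand. The difference therefore does not test the paper's ranking. The paper counts Ccl2 among the differing chemokine genes at a p below 0.05 without naming an adjustment. Its unadjusted edgeR p of 0.00244 meets that threshold as well, and its edgeR adjusted p was 0.343. DESeq2 with all mice, set before the data were examined, gave Ccl2 an adjusted p of 0.0232, and DESeq2 on only the 8 mice, chosen after seeing the values, gave 0.0341.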

Other observations

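The tests of gene positions, of the Fas transcript, of striatal genes, of neocortical and hippocampal genes, and of interferon-stimulated genes without MRL replicate 4 in this part were chosen only after the result was seen. Other splits of the 8 MRL and MRL-IRAK4-KD mice into 4 against 4 were compared with the real one, which counts among them. Of 35 splits, 3 had as many genes at an unadjusted p below 0.05, with 4769 the highest of the others, and 2 as many at an adjusted p below 0.05, with 77 the highest of the others. An enrichment as high was found in 5 splits for the JAK-STAT list, 3 for TNF, 1 for chemokine, 9 for antigen presentation and 2 for cytokine receptor genes. A camera result as strong was found in 3, 1, 1, 8 and 1 splits in the same order, and as many chemokine ligands in 1. A chance division of the mice therefore gives the JAK-STAT results at a share above 0.05, and the chemokine results, Ccl21 genes included, in no other split. The splits were not repeated without the Ccl21 genes, so they do not cover the other chemokine genes. The real split had 9 ligand genes other than Ccl21 at an unadjusted p below 0.05. With Ccl21 genes counted, the split of MRL replicate 1 with MRL-IRAK4-KD replicates 2, 3 and 4 also had 9. For MRL against C57BL/6 mice, edgeR called 0 genes, a number that all 35 splits reach or exceed by definition, so that the splits test nothing there, with 2112 genes at an unadjusted p below 0.05, 203 called by DESeq2 and 38 by limma-voom. For MRL against IRAK4-KD, MRL-IRAK4-KD against C57BL/6 and MRL-IRAK4-KD against IRAK4-KD mice, 1 of 35 splits, the real one, had as many genes, with 168, 37 and 28 called. For the interaction, which counts the library labelled IRAK4-KD replicate 3 as non-lpr, 14 of 100 splits had as many.

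The split with 77 genes puts MRL replicate 1 with MRL-IRAK4-KD replicates 1, 3 and 4. It had rank 1 of 35 by the difference of the neocortical genes (-0.34) and rank 1 by that of the hippocampal genes (0.66), so that neocortex in the dissected piece is a candidate explanation. In the real split the ranks were 11 and 4. Between MRL and MRL-IRAK4-KD mice 1 of 10 hippocampal genes was higher in MRL mice (camera adjusted p = 9.6e-05, fry 0.0533 before adjustment), and 9 of 16 neocortical genes were (camera adjusted p = 0.429).

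The enrichment of the pathway lists was tested for 2 further explanations. Without MRL-IRAK4-KD replicate 4, 5 of 5 lists were at an adjusted exact p below 0.05, which argues against that library as the cause. With only genes at a mean CPM of at least 1, 1 of 5 lists was, so that the expression level of the list genes may contribute and stays open. Blood in the tissue and the extent of the dissected piece were not tested as sources of the enrichment. Both stay open, since 7 of 7 blood genes and only 1 of 10 hippocampal genes were higher in MRL mice.

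Of 45 interferon-stimulated genes, 43 were higher in MRL than in MRL-IRAK4-KD mice, with a median log2 fold change of 0.82 (camera adjusted p = 9.0e-19, fry adjusted p = 0.0210). Without MRL replicate 4, 42 were higher and camera gave 1.0e-16, which argues against a single mouse deciding the direction, though the median fell to 0.52. All 4 MRL mice, at 1.65 to 2.95 on the log2 scale, lay above the other 10. Of the marker lists, blood (7 of 7 genes higher, camera adjusted p = 6.8e-06, fry adjusted p = 0.0414) and microglia (11 of 16, camera adjusted p = 0.0270, fry adjusted p = 0.188) were higher in MRL mice, and choroid plexus (1 of 16, camera adjusted p = 0.00979, fry adjusted p = 0.516) lower. Without MRL replicate 4, all 7 blood genes stayed higher (camera adjusted p = 0.000109), but the blood list no longer held under fry (adjusted p = 0.105). Pituitary (camera adjusted p = 0.950), meninges and fibroblasts (0.898), lymphocytes (0.486), and thalamus and striatum (0.537) did not differ by camera. For the meninges and fibroblast list the median was -0.0071 and the mean 0.024.

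Genes called in either comparison of IRAK4-mutant with wild-type mice, outside chromosome 4 near Ccl21 and the scaffolds, lay close together. Of 42 such genes, 19 had another called gene of another family within 1 Mb, where 10000 random draws gave a median of 2 and at most 12 (permutation p = 1e-04, the smallest they can give). The comparison of MRL with MRL-IRAK4-KD mice alone, on which the test was first set, gave 2 of 9 genes (permutation p = 0.0502). The test was then widened, after that result and after the positions in the other comparison (17 of 36) had been seen, and it runs on the genes that prompted it, so that it decides nothing. Genomic segments that came with the mutant line may be the source. Chromosomes 11 and 14 held 15 and 10 of the genes. Of 21 genes called in both comparisons, 18 lay near Ccl21 or on scaffolds, and the other 3, Gm39822, Lyrm7 and Tnip1, were higher with the mutation and lay on chromosome 11.

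The full-length Fas transcript was at 0 in the library labelled IRAK4-KD replicate 3. That it is a mislabelled library of an lpr group is argued against by mt-Tg, at 0.746 CPM in this library and 7.57 CPM or more in all 8 MRL and MRL-IRAK4-KD libraries. This test replaced 2 earlier ones after their results had been seen. A test on genes within 10 Mb of Fas rested on 4 genes, with a position of 0.0142 between non-lpr (0) and lpr (1) libraries. A test on genes called without the library gave -0.0219, with 0 of 11 genes nearer MRL-IRAK4-KD, but placed IRAK4-KD replicate 2, whose Fas counts are those of its group, at 0.941. A mouse of the IRAK4-KD line that carries the lpr allele from a cross was not tested. In the same library 7 of 7 striatal genes of the list were highest, so that striatal tissue in the dissected piece is a candidate explanation. Drd1 had 28.8 CPM there and at most 8.64 CPM elsewhere.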
